# Comprehensive Time-Course Transcriptome and Co-expression Network Analyses Identify Salt Stress Responding Mechanisms in *Chlamydomonas reinhardtii* Strain GY-D55

**DOI:** 10.3389/fpls.2022.828321

**Published:** 2022-02-24

**Authors:** Luo-Yan Zhang, Zhao-Tian Xing, Li-Qian Chen, Xue-Jie Zhang, Shou-Jin Fan

**Keywords:** *Chlamydomonas reinhardtii*, time-course transcriptome, salt stress, co-expression network, strain GY-D55

## Abstract

It is highly necessary to understand the molecular mechanism underlying the salt stress response in green algae, which may contribute to finding the evolutionary cues of abiotic stress response in plants. Here, we reported a comprehensive temporal investigation of transcriptomes using data at eight different time points, from an early stage (2 h) to a late stage (up to 96 h) in *Chlamydomonas reinhardtii* GY-D55 cells. The principal component analysis (PCA) of transcriptome profiles showed that the samples of the early and late stages were well separated. A total of 12,445 genes were detected as differentially expressed genes. There were 1,861/2,270 common upregulated/downregulated genes for each time point compared with control samples. Samples treated with salt for 2, 8, and 24 h had a relatively large number of characteristic upregulated/downregulated genes. The functional enrichment analysis highlighted the timing of candidate regulatory mechanisms for salt stress responses in GY-D55 cells. Short time exposure to salt stress impaired oxidation-reduction, protein synthesis and modification, and photosynthesis. The algal cells promoted transcriptional regulation and protein folding to deal with protein synthesis/modification impairments and rapidly accumulated glycerol in the early stage (2–4 h) to cope with osmotic stress. At 12 and 24 h, GY-D55 cells showed increased expressions of signaling and photosynthetic genes to deal with the damage of photosynthesis. The co-expression module blue was predicted to regulate endoplasmic reticulum (ER) stress at early time points. In addition, we identified a total of 113 transcription factors (TFs) and predicted the potential roles of Alfin, C2C2, and the MYB family TFs in algal salt stress response.

## Introduction

As one of the most critical abiotic stresses, high salinity greatly impairs agricultural productivity globally. Although plants have progressively acquired a variety of adaptive molecular, physiological, and biochemical mechanisms to deal with salinity stress, it can still affect 30% of arable soils by 2050 (Munns and Tester, 2008). The physiological/biochemical regulation, transcription/translation machinery, and epigenetic changes may trigger ecological adaptation (such as salt stress adaptation), while these changes over time can remarkably affect species phenotypes and distributions (Yang et al., 2019; Funck et al., 2020; Verdu et al., 2021). Gene-rich mixotrophic lineages, such as *Chlamydomonas*, can quickly adapt to either climate change-induced or physical abiotic stress. Therefore, it is necessary to explore the molecular mechanism underlying the salt stress response in green algae, which may contribute to identifying the evolutionary cues of abiotic stress response in plants and developing salt-resistant crops with valuable salt-responding characteristics (Husic and Quigley, 1990; Perrineau et al., 2014; Gierz et al., 2017; Wang et al., 2018, 2020; Yang et al., 2020).

Different organisms adapt to extreme surrounding conditions *via* various mechanisms, and understanding these mechanisms can help explore the key features of biological processes (BPs), including the biochemical limits to macromolecular stability and the genetic instructions for constructing macromolecules that stabilize under one or more extreme conditions (Grant et al., 1998; Luo and Liu, 2011; Foflonker et al., 2014). Generally speaking, there are two basic mechanisms in halophiles: (i) “salt-in” strategy: halophilic algae accumulate KCl in their cells to keep high intracellular salt levels, osmotically at least equivalent to the external levels; (ii) other halophilic algae create or accumulate osmoregulation substances that have osmotic potential. The majority of green algae (Chlorophyceae) are moderately halophilic. However, a few algae, including *Dunaliella salina*, are extremely halophilic species (Grant et al., 1998; Gammoudi et al., 2021). These species are responsible for most of the primary production when exposed to high salt stress (Oren, 2005). Nevertheless, most freshwater strains show retarded development and impaired survival when exposed to high salinity, and these strains are generally unable to survive beyond a low threshold of salinity. Various pathways are used by these salt-sensitive algae to deal with salt stress. Glycolysis, the Kennedy pathway, and the Calvin cycle are all adopted to enhance both osmolyte production and reserves of storage molecules, mostly lipids (Shetty et al., 2019). A previous study on salt-adapted mutants of *Chlamydomonas reinhardtii* has shown that algae can adapt to loss in photosynthetic efficiency by taking up acetate to enhance energy generation and carbon assimilation (Perrineau et al., 2014).

As a free-living freshwater green alga, the unicellular alga *C. reinhardtii* is a well-characterized model alga, and its full genome has been sequenced. This alga is widely used to investigate stress-inducible responses since it carries a series of stress-related genes. However, the functional significance of these genes in adaptive metabolism remains largely undetermined (Mendez-Alvarez et al., 1999; Grossman, 2000; Perrineau et al., 2014). *C. reinhardtii* has been used to assess responses to a series of abiotic stress agents, including salinity, temperature, irradiation, nutrient starvation, and heavy metals (Hanikenne, 2003; Pollock et al., 2005; Mahong et al., 2012; James et al., 2013; Neelam and Subramanyam, 2013; Perrineau et al., 2014; Erickson et al., 2015; Breker et al., 2016).

Existing research on *C. reinhardtii* shows that at the morphological level, salt stress of 150 or 200 mM NaCl results in flagellar resorption, decreased cell size, slower growth rate, and palmelloid morphology (Neelam and Subramanyam, 2013; Khona et al., 2016). Salt stress metabolically affects the demand for energy to keep ion homeostasis, the scavenging of reactive oxygen species (ROS) by antioxidant enzymes, and the upregulation of heat shock proteins (HSPs) and chaperones to aid protein renaturation due to misfolding or aggregation (Yokthongwattana et al., 2012; Sithtisarn et al., 2017). Salinity composes stress by damaging ionic and osmotic balances in plants. Algal cells with inflexible cell walls have limited ability to change cell volume and thus depend heavily on organic solutes for osmoregulation. Glycerol, proline, and trehalose with a neutral charge and low toxicity at high concentrations are usually used as compatible solutes. Glycerol is an effective compatible solute that is produced by most salt-sensitive algal species under high saline stress. In *Chlorella autotrophica* (Ahmad and Hellebust, 1984), *C. reinhardtii* (Perrineau et al., 2014), *Chlamydomonas mexicana* (Salama el et al., 2013), *Chlamydomonas pulsatilla*, and *Chlamydomonas* sp. JSC4 (Ho et al., 2017) showed an increase in glycerol content in response to increasing salinity. Besides, salt stress usually induces the expression of many transcription factors (TFs), which then activate the expression of numerous downstream osmotic and ionic stress responding genes (Gong et al., 2020). In *C. reinhardtii*, basic leucine region zipper (bZIP) TFs play important roles in mediating photosynthesis and lipid accumulation of alga in response to stresses. Several members from bZIP, C3H, Dof, and MYB TFs families were differentially expressed throughout the entire time course in cold stress responding (Li et al., 2020).

Some studies have reported that different strains of this green alga have various salt stress responses. In *C. reinhardtii*, a retarded cell growth and weaker photosynthesis are observed after a short time of exposure to sodium chloride (NaCl), whereas the growth and photosynthetic activity in several strains of *C. reinhardtii* recover over 24 h (Perrineau et al., 2014). In a long-term selection study, evolved *C. reinhardtii* populations can grow rapidly in a high salt medium (200 mM NaCl) as progenitor cells (Perrineau et al., 2014). These *C. reinhardtii* cells display well-known responses to salt stress, such as reduced photosynthesis, enhanced glycerophospholipid signaling, and activated transcription and translation machinery. Quantitative proteomic comparison of salt stress in *C. reinhardtii* strain CC-4325 and the snow alga *Chlamydomonas nivalis* reveals that salt stress enhances the accumulation of fatty acids in the un-sequenced alga *C. nivalis* as it switches to a non-growth state, while *C. reinhardtii* does not have this response (Hounslow et al., 2021). In our previous study, we have predicted the molecular and genetic mechanisms of salt stress responses in *C. reinhardtii* strain GY-D55 after short-term acclimation to salt stress (200 mM NaCl for 24 h) (Wang et al., 2018).

It is highly possible that many genes that are important for the salt stress responding in the *C. reinhardtii* strain GY-D55 (but are expressed only in a short period of time) have not been identified yet, due to the fact that the previous proteomic and transcriptomic studies did not have sufficient temporal resolution. Here we report a comprehensive temporal investigation of transcriptomes using data for eight time points, from early stage (2 h) to late stage (up to 96 h). This time-course transcriptome analysis aims to highlight the timings of candidate regulatory genes and mechanisms for salt stress responses in GY-D55 cells.

## Materials and Methods

### Algal Material Preparation, Stress Treatments, and Morphological Observations

The wild-type *C. reinhardtii* strain GY-D55 was obtained from LeadingTec Co., Ltd.^1^ and maintained in 150 ml of BG-11 medium on a shaking table at 120 rpm under the following conditions: photoperiod 16-8 h/light-dark, temperature 23°C, and light intensity 100 μmol m^–2^ ^s–1^. Under the above-mentioned conditions, *C. reinhardtii* cells were cultured in a BG11 medium for approximately 14 days until the cell density reached 2 × 10^6^ cells/ml. The cells of the mid-logarithmic phase were used for salt stress treatment referring to the study published by Khona et al. (2016).

It was necessary to point out how we set up the time points of salt stress in this study. The existing studies have suggested that there are certain dynamic changes in the phenotype, physiology, and biochemistry affected in *C. reinhardtii* cells by salt stress at different time points, which helped us design time points. In the study published by Vega et al. (2006), the photosynthetic activity in *C. reinhardtii* is initially (1–2 h) blocked by the addition of 200 mM salt. During 4–12 h, the decreasing trend of photosynthetic activities slowed down and respiratory activities began to recover gradually (Vega et al., 2006). These findings suggest that there is a dynamic inhibitory effect on the photosynthesis in *C. reinhardtii* during 2–12 h. A duration of 24 h is the key time point for the alga to respond to salt stress, and the photosynthetic activity of several strains recovers over 24 h (Vega et al., 2006; Crespo, 2012; Erickson et al., 2015). In the study published by Ji et al. (2018), the total lipid content in *C. reinhardtii* cells is significantly increased when exposed to salt stress (150 mM) for 48 h. Besides, 200 mM NaCl treatment inhibits the growth and significantly increases the lipid content of *C. reinhardtii* at 3 days (72 h) (Hang et al., 2020). Salt treatment strikingly induces the production of nitric oxide (NO) after 1–3 days (24–72 h), suggesting that NO, as another second messenger, triggers salt stress response (Chen et al., 2016; Bazzani et al., 2021). Besides, the salt stress gradually induced the activities of antioxidant enzymes after 1 or 3 days (72 h) of salt treatment, and such induced activities were declined after 3 days (72–96 h) of salt treatment. Therefore, it was reasonable to set an eight-time-point regimen (2, 4, 8, 12, 24, 48, 72, and 96 h) to explore the molecular mechanisms of photosynthesis impairments and the suppression of ROS and lipid metabolism in salt stress response in *C. reinhardtii* cells.

The NaCl treatment was carried out as previously described by Wang et al. (2018). Briefly, a 50 ml medium containing 800 mM NaCl was added to a 150 ml culture medium, the final NaCl concentration was 200 mM, and the pH of the medium was adjusted to 7.0. Cells cultured in the absence of NaCl were used as the control group. Each experiment was conducted in triplicate. The cells of *C. reinhardtii* were collected at eight preset time points after exposure to 200 mM NaCl: 2, 4, 8, 12, 24, 48, 72, and 96 h. To evaluate the morphological changes, including the difference in cell size, salt stress-induced palmelloids, or chlorophyll bleaching under stressful conditions, a 50 μL sample was observed using an Olympus SZ61 microscope (Olympus Instruments Inc., Tokyo, Japan) at 40/100× magnification. The *t*-test analysis was used to evaluate the growth ratio between cells under control and saline condition. The cell count of algal material was estimated at eight time-points and relative growth rates (RGR) were calculated: RGR = (lnN2 − lnN1)/Δt × 100%, where N1 is the cell count at time-point 1 and N2 is the cell count at time-point 2, Δt is the time interval (hours). The statistical differences between salt stress and control samples were analyzed by the one-way ANOVA in R.

### RNA Extraction, Illumina Library Construction, and Sequencing

Briefly, 100 ml cell cultures from different groups were subjected to centrifugation at 3,000 *g* for 5 min, and the cell pellet was resuspended in 25 ml RNAlater solution (Ambion). The total RNA was isolated using the TRIzol Reagent (Invitrogen) according to the manufacturer’s instructions. The integrity of RNA was evaluated using the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, United States) and the NanoDrop 2000 spectrophotometer (Thermo Scientific, Wilmington, MA, United States).

Sequencing libraries were constructed using the NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, United States) according to the manufacturer’s instructions, and the sequences were attributed to each sample based on the index codes. Briefly, total RNA was subjected to purification using poly-T oligo attached magnetic beads. Purified messenger RNA (mRNA) was reversely transcribed into first-strand complementary DNA (cDNA) using a random hexamer primer and M MuLV Reverse Transcriptase (RNase H^–^). DNA Polymerase I and RNase H were adopted for the synthesis of the second-strand cDNA. cDNA fragments of 370–420 bp were subjected to purification using the AMPure XP system (Beckman Coulter, Beverly, MA, United States). The size selected, adaptor-ligated fragments were purified isolated and enriched by PCR. The resulting products were subjected to high throughput sequencing using an Illumina HiSeq X platform (Illumina, San Diego, CA, United States). All genetic data have been submitted to the NCBI Sequence Read Archive (SRA) database,^2^ PRJNA770825 and the Gene Expression Omnibus (GEO) database,^3^ GSE191218.

### RNA Sequencing and Read Mapping of the *Chlamydomonas reinhardtii* Transcriptome

The RNA sample of every accession was sequenced by the Illumina NovaSeq 6000. The cDNA library was constructed, and Illumina pair-end 150 bp sequencing (PE150) was carried out at Novogene Co., Ltd.^4^ Raw reads of the fastq format were firstly processed through in-house perl scripts. In this step, the adapter containing reads, ploy-N containing reads, and low-quality reads were removed from raw data, yielding clean reads. Meanwhile, the Q20, Q30, GC content, and sequence duplication levels of the clean data were determined. All the downstream analyses were conducted using high-quality clean data. Reference genome^5^ and gene model annotation files^6^ were downloaded from the genome website directly. The index of the reference genome was built using Hisat2 (v2.0.5), which was adopted to align paired-end clean reads to the reference genome. For the prediction of novel transcripts, StringTie (v1.3.3b) was adopted to assemble the mapped reads of each sample as previously described (Pertea et al., 2015).

### Calculation of Gene Expression in *Chlamydomonas reinhardtii*

In the present study, 27 independent cDNA libraries were constructed for individual samples of *C. reinhardtii* using a PE150 sequencing analysis. The number of reads mapped to each gene was determined using the featureCounts v1.5.0 p3. Subsequently, the length of the gene and read count mapped to this gene were used to calculate the fragment per kilobase of exon model per million mapped reads (FPKM) of each gene. Differential expression analysis of salt-treated and control samples at different time points was performed using the DESeq2 R package (Love et al., 2014). The false discovery rate was controlled by adjusting the *P*-value by Benjamini and Hochberg’s approach. Differentially expressed genes (DEGs) were defined using thresholds of *P*-value < 0.05 and | log2(foldchange)| > 0 and 1. The union of the DEGs was analyzed by the heatmap package of R for gene cluster construction, using the Euclidean distance clustering algorithm. The normalized expression values of DEGs were calculated by dividing their expression level at different time points with their maximum observed FPKM.

### Weighted Gene Co-expression Network Analysis Co-expression Network Construction

The FPKM values of genes were transformed and normalized to construct the weighted gene co-expression network analysis (WGCNA) co-expression network. The genes with a low variance of expression values among samples were omitted. A co-expression network for the filtered genes was constructed using the WGCNA package in R (Version 3.3.2) (Zhang and Horvath, 2005). After sample clustering, the soft threshold of module analysis was determined using the scale independence and mean connectivity analysis of modules with different power values. The power value ranged from 1 to 20, and then the values of scale independence and mean connectivity were calculated accordingly. The power value was calculated when the scale independence value was 0.9. To classify the similar gene expression profiles into different gene modules, the average distance with a minimum size threshold of 30 and the merge cut height of 0.25 were used to construct a hierarchical clustering dendrogram of the TOM matrix. Moreover, a cluster dendrogram among modules and an eigengene adjacency heatmap between modules were generated. Cytoscope 2.8.2 Shannon et al. (2003) was used to visualize the co-expression networks. Significant co-expression modules related to the salt stress response (as a trait) were identified using the information time-course NaCl treatment of 27 samples. The correlation between modules and traits was used to calculate the module–trait relationships, and the modules significantly associated with individual traits (*P*-value < 0.05) were identified.

### Gene Ontology Enrichment and Transcription Factor Screening

Based on the sequence similarity against the genome of *Arabidopsis thaliana* with an *E*-value cut-off of 1e^–5^, the genes of *C. reinhardtii* were mapped to *A. thaliana* gene IDs accordingly. The TF data of *A. thaliana* were downloaded from plantTFDB.^7^ The homologous of *A. thaliana* TFs *in C. reinhardtii* were screened as TFs in *C. reinhardtii* strain GY-D55. The Gene Ontology (GO) enrichment analysis for DEGs of different clusters and genes of co-expression modules was conducted by the topGO package of R.

### Quantitative Reverse Transcription PCR for Data Validation

Eight different genes were selected to verify the RNA-Seq result, including four upregulated genes (Pyrroline-5-carboxylate synthetase coding gene CHLREDRAFT_130812, Gal oxidase coding gene CHLREDRAFT_196816, Myb family TF CHLREDRAFT_205725, and WRKY family TF CHLREDRAFT_205718) and four downregulated genes (UDP-sulfoquinovose synthase coding gene CHLREDRAFT_27658, oxygen-evolving enhancer protein 2 of photosystem II coding gene CHLREDRAFT_33411, catalase coding gene CHLREDRAFT_190083, and L-ascorbate peroxidase coding gene CHLREDRAFT_192806). Gene sequences were extracted, and their primers were designed using Primer 5 software (Lalitha, 2000). RNA extraction and quality tests were performed as described above, and quantitative reverse transcription PCR (qRT-PCR) was performed according to the method described by Wang et al. (2018). Using the homolog of the GTP binding elongation factor Tu family protein EF1ALPHA (CHLREDRAFT_132905) as a reference internal gene. qRT-PCR was performed using SYBR Green qRT-PCR Master Mix (DBI, Ludwigshafen, Germany) in ABI7500 Real-Time PCR System (ABI, Waltham, MA, United States). Three replicates were performed, and the amplicons were used for melting curve analysis to evaluate the amplification specificity. Relative gene expression was quantified using the 2^–ΔΔCt^ method. The statistical differences between samples were analyzed by one-way ANOVA in R. The correlation coefficient of gene expression between qRT-PCR analysis and RNA-Seq data was analyzed in R.

## Results

### Effect of Salt on *Chlamydomonas reinhardtii* Strain GY-D55 Cell Growth

Growth analyses based on cell density showed that the growth rate of *C. reinhardtii* strain GY-D55 was detrimentally affected in the presence of 200 mM NaCl (Figure 1A and Supplementary Table 1). Moreover, the 44% reduction of growth rate was observed under the salt conditions at 0–96 h. Figure 1B shows that the RGR of the NaCl-treated and control groups in 0–2 h was significantly different (*P* < 0.01). In the NaCl-treated group, the RGR was negative during this period, indicating that the growth of GY-D55 cells was significantly inhibited in the early stage of salt stress. During 8–12 h, although the RGR of algae under salt stress was still significantly lower (*P* < 0.05) compared with the control group, GY-D55 began to gradually increase the number of cells during this period. After 48 h, the RGR of GY-D55 cells under salt stress was higher compared with the control group, although both values were very small. Besides, 200 mM NaCl exposure GY-D55 cells showed the time-dependent formation of palmelloids (Figures 1C–F). Two cell clusters were observed in the 4–8 h salt-treated samples (Figure 1D), four-celled clusters (akin to palmelloids) were found in cells under the 24–48 h NaCl treatment (Figures 1E,F), chlorophyll bleaching was found at the 2–12 h salt stress treated cells.

**FIGURE 1:**
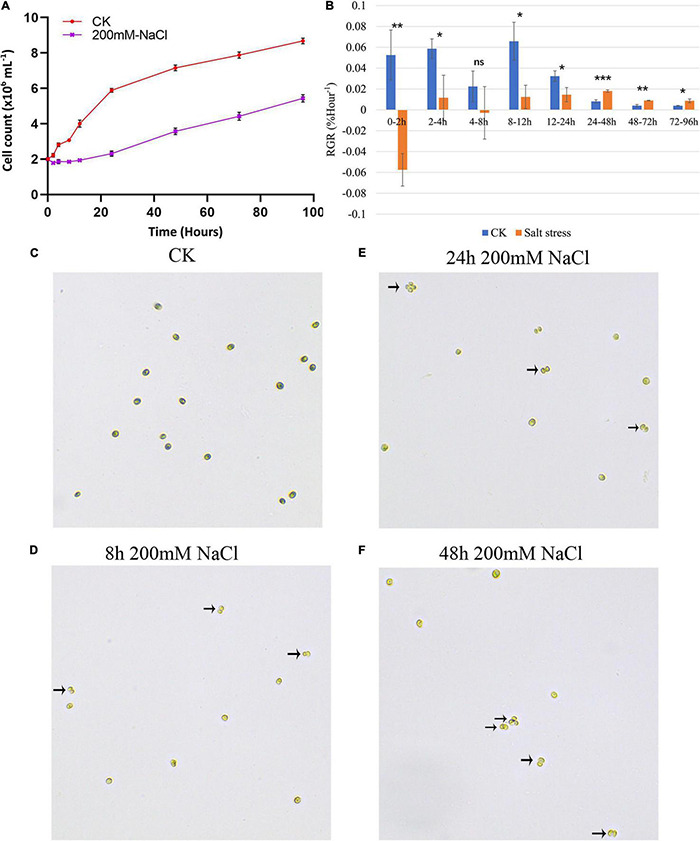
**(A)** Growth curves of GY-D55 strain during 0 (CK) and 200 mM sodium chloride (NaCl) stress. Growth curves are based on cell count. The scale bar corresponds to 10 μm. For all experiments *n* = 3. Error bars show SEM. The *t*-test results of growth rates in salt-treated samples and control samples at eight time-points were significant (*P*-value < 0.05). The morphology of *Chlamydomonas reinhardtii* GY-D55 cells: **(B)** changes in relative growth rates (RGR) of the NaCl treated and control groups. Means and SE are shown, *n* = 3. The statistical differences between salt stress and CK samples RGR were analyzed by one-way ANOVA in R. ***P < 0.001, **P < 0.01, *P < 0.05, ns means not significant. **(C)** Without addition of NaCl (CK), **(D)** 8 h under 200 mM NaCl treatment, **(E)** 24 h under NaCl treatment, **(F)** 48 h under NaCl treatment. The palmelloids were marked by a black arrow.

### Transcriptome Profiling and Novel Transcripts Discovery

The total mRNA from the cells of the three control and 24 salt stress treated samples of *C. reinhardtii* strain GY-D55 were sequenced using the Illumina system. 

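C. reinhardtii is a unicellular green alga, and GY-D55 is a wild-type strain that the authors grew in BG-11 medium under a light-dark photoperiod before adding NaCl to 200 mM. Polyadenylated RNA was sequenced from 3 control samples and from 3 samples at each of 8 time points of salt stress, so that 27 libraries covered 9 conditions. The authors aligned the reads to the genome with Hisat2, assembled transcripts with StringTie, and counted the reads of each gene with featureCounts. They deposited these counts without normalization, together with FPKM values, which divide the count by the length of the gene and by a scaled size of the library. The paper's text does not name how reads that map to several genes were counted or whether the strand was used. The total count per library ranged from 15286332 to 24783139, with a median of 18749997 over the 27 libraries. Within conditions, the totals were 17126549 to 22528201 (median 18771094) in the control samples, 17551524 to 24783139 (median 20904806) at 2 h, and 20596321 to 22143291 (median 22046295) at 4 h. They were 15286332 to 19697106 (median 19147020) at 8 h, 17683189 to 21292760 (median 18944783) at 12 h, and 16972591 to 18163964 (median 17638490) at 24 h. At the late time points they were 18749997 to 19513018 (median 19506506) at 48 h, 15786894 to 17936814 (median 16448333) at 72 h, and 16413533 to 17360707 (median 16872045) at 96 h. From these counts, expression was scaled for library size by edgeR's TMM method and is given as CPM, the count scaled to a common library size. DEGs were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in one fit of all 27 libraries, at an adjusted p below 0.05 and any fold change. The fit covered the 16443 of 19267 genes that passed edgeR's filterByExpr. In simulated counts with 200 genes changed by a log2 fold change of 1 or 2 in either direction, this fit called 122 of the 200 changed genes and 8 of the unchanged genes among 16248 genes tested. Far more genes, from 8032 to 10010, were called against control in the data. The simulation therefore does not test the scaling or the calls where so many genes change. With 3 samples against 3, an exact permutation test cannot give a p below 0.1, so the p-values of single genes come from the model fitted across all genes. All comparisons against control share the same 3 control libraries, and the paper's text does not name when the control cells were sampled.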

The pairend reads obtained from 27 samples of *C. reinhardtii* were shown in Supplementary Table 2. 

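The libraries differed in how evenly their counts were spread over genes. Between 14921 genes (2 h, replicate 1) and 17438 genes (8 h, replicate 2) had a count in a library. The 50 most counted genes of a library held from 20.4% to 41.1% of its counts. The highest shares were those of replicate 1 at 72 h (41.1%, against 27.7% and 25.3% in the other 72 h libraries) and of replicate 1 at 2 h (37.6%, against 22.1% and 20.4%). In Supplementary Table 2, the paper lists from 48841308 to 76387296 raw reads per library, and their sum is at least 169915058 per condition.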

In total, we obtained more than 100 million raw reads for each *C. reinhardtii* sample with at least 60 million reads for each condition and time point. More than 89% of the HQ reads from the individual sample (control and salinity) of *C. reinhardtii* strain GY-D55 could be mapped on the *C. reinhardtii* genome (Supplementary Table 2). 

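In the paper's Supplementary Table 2, the share of mapped reads ranges from 79.4% to 91.7%, and it is at or under 89% in 9 of the 27 libraries. By condition, the paper's values average 91.1% ± 0.846 (SD, n = 3) in the control samples and 82.8% ± 3.12 (SD, n = 3) at 72 h. Replicate 1 at 72 h, which has the lowest mapped share, had a total of 16448333 counts on genes in the deposited table, a total within the range of the other libraries.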

The assembly of mapped reads resulted in the identification of a total of 19,267 transcripts in the *C. reinhardtii* strain GY-D55. 

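The count table lists 19267 identifiers, of which 18417 had a count in at least 1 library. By the first letters of the identifier, they are 14354 CHLREDRAFT genes, 4583 transcripts that the authors assembled and numbered themselves, 197 ENSRNA, 69 DAA, 56 EPCRG, and 8 AAB identifiers. A reference table of the assembly Chlamydomonas_reinhardtii_v5.5 matched 12541 of the 19267 identifiers. The paper's text does not name the build used for counting, so no coordinates are given.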

Th identification of novel genes/transcript isoforms has emerged as one of the major advantages of RNA-sequencing analysis. We identified a total of 4,583 novel transcript isoforms in *C. reinhardtii* strain GY-D55.

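Of these 4583 transcripts, 4223 had a count in at least 1 library and 3358 entered the test. At 1 or more time points, 2689 of the 3358 (80.1%) were DEGs against control, compared with 11544 of 12968 tested CHLREDRAFT genes (89.0%). The assembled transcripts held 5.89% ± 0.770 (SD, n = 3) of the counts in the control samples and 8.47% ± 0.417 (SD, n = 3) at 8 h, where every library was above every control library. That is a separation with an exact permutation p of 0.1, the smallest that 3 samples against 3 allow. The libraries of 4, 12, 48, and 96 h also all lay above every control library. Those of 2, 24, and 72 h overlapped the control range. Their lowest libraries were at 5.86%, 6.72%, and 5.10%, against 6.78% in the highest control library.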

### Time-Course Transcriptome of *Chlamydomonas reinhardtii* Strain GY-D55 in Response to Salt Stress

To elucidate the time-course of the transition in the gene expression of the *C. reinhardtii* strain GY-D55 under saline condition, we tracked changes in mRNA abundance by RNA-seq at control and time points (2, 4, 8, 12, 24, 48, 72, and 96 h) after alga cells were treated by 200 mM NaCl. 

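A PCA was run on log2(FPKM + 1) values of the 18417 genes with a count, centred for each gene. The first component held 31.0% of the variance (jackknife standard error 3.22 over the 27 libraries) and the second 22.9% (standard error 4.31). On the first component, the control libraries scored from -103 to -99.0, the 2 h libraries from 55.6 to 80.1, and the 48, 72, and 96 h libraries from -12.6 to 0.691. Scaling each gene to unit variance moved the share of the first component most, to 23.8%.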

Principal component analysis (PCA) indicated an apparent difference in gene expression between samples under control and different time-point salt stress. 

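Euclidean distances between libraries, taken over the same log2 values, averaged 159 ± 15.4 (SD over 72 pairs of libraries) from control to NaCl treated libraries. Between libraries of different conditions from 2 to 24 h the distance was 109.7 ± 24.3 (SD over 90 pairs of libraries), and between those of 48, 72, and 96 h it was 67.7 ± 19.8 (SD over 27 pairs of libraries). Replicates of one condition lay 60.6 ± 22.5 (SD over 27 pairs of libraries) apart, and the smallest distance from a control to a NaCl treated library (134) was larger than the largest distance between replicates (109). Libraries of 48 and 96 h lay 60.0 ± 5.63 (SD over 9 pairs of libraries) apart, compared with 41.3 ± 3.68 between replicates of 48 h and 51.0 ± 6.66 between those of 96 h (SD over 3 pairs of libraries). The distances from 72 h to 48 h (73.2 ± 24.7, SD over 9 pairs of libraries) and to 96 h (70.0 ± 23.0) were within the spread of the replicates of 72 h (85.1 ± 25.7, SD over 3 pairs of libraries). With 24 h counted among the late conditions, libraries of different late conditions lay 79.5 ± 20.6 (SD over 54 pairs of libraries) apart and 114 ± 24.3 (SD over 144 pairs of libraries) from the libraries of 2 to 12 h.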

Clustering analysis using whole gene expression profiles showed an apparent time-dependent similarity in the profiles of the control and NaCl treated samples (Figure 2A): (1) the global gene expression of control samples was most distinct from the salt stress treated time points; (2) gene expression of 2–24 h NaCl treated samples were scattered; (3) samples of salt stress treated 48, 72, and 96 h clustered together, indicating these stages are closer at gene expression. This result is consistent with the gene expression correlation analysis (Figure 2B) that gene expression of control samples was lowly correlated with the salt-treated samples (*R*^2^ = 0.733–0.832) and samples of late time points were highly correlated with each other (*R*^2^ = 0.945–0.963).

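Squared Pearson correlations were computed across the 18417 genes on log2(mean FPKM + 1). Genes are not independent replicates, so no p-value is attached to them. Control samples had their lowest R2 with 2 h, 0.699 (SD 0.0437 over the 9 pairs of libraries), and their highest with 24 h, 0.820 (SD 0.0212 over the 9 pairs of libraries). Their R2 with 8 h was 0.707, and without replicate 1 of 2 h this value was the lowest. Among the late time points, R2 was 0.967 (SD 0.0390 over the 9 pairs of libraries) for 48 and 72 h, 0.972 (SD 0.00714 over the 9 pairs of libraries) for 48 and 96 h, and 0.976 (SD 0.0339 over the 9 pairs of libraries) for 72 and 96 h. The early pair of 2 and 4 h reached 0.954 (SD 0.0421 over the 9 pairs of libraries). Restricting the genes to a mean FPKM of at least 1 moved the values most and lowered the R2 of control and 2 h to 0.579.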

**FIGURE 2:**
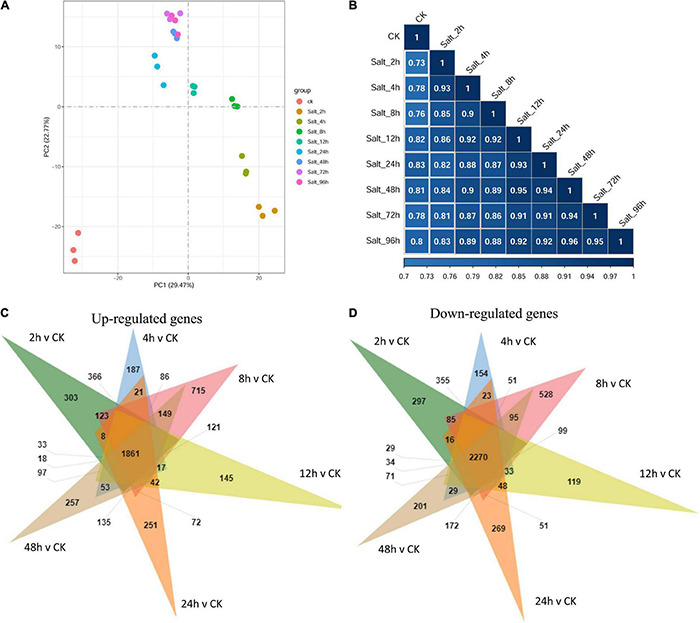
**(A)** The principal component analysis (PCA) plot and **(B)** gene expression correlation analysis using whole gene expression profiles of GY-D55 cells in different salt stress treated time points. The PCA shows the global gene expression of control samples was most distinct from the salt stress treated time points; gene expression of 2–24 h NaCl treated samples were scattered; samples of salt stress treated 48, 72, and 96 h clustered together. The correlation analysis indicated that gene expression of control samples was lowly correlated with the salt-treated samples and samples of late time points were highly correlated with each other. PCA, principal component analysis. **(C)** The Venn analysis result of upregulated genes for each time point compared with control samples. **(D)** The Venn analysis result of downregulated genes for each time point compared with control samples.

### Detection of Differentially Expressed Genes

The relative expressions of genes in *C. reinhardtii* strain GY-D55 under control or salt stress treatments at eight time points were evaluated based on the FPKM values. Supplementary Table 3 shows the numbers of DEGs in the control samples and NaCl treated samples at eight time points. A total of 9,184 (up = 4,412/down = 4,772), 9,872 (4,887/4,985), 10,901 (5,555/5,346), 9,570 (4,702/4,868), 8,167 (3,805/4,362), 9,877 (4,880/4,997), 8,479 (4,055/4,424), and 9,766 (4,846/4,920) DEGs were identified in NaCl treated samples at eight time points compared with the control group (Supplementary Table 3). 

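In the fit of all 27 libraries, 10010 DEGs at 2 h (4944 up/5066 down), 9310 DEGs at 4 h (4610 up/4700 down), 9319 DEGs at 8 h (4665 up/4654 down), and 8256 DEGs at 12 h (4231 up/4025 down) had an adjusted p below 0.05 against control. At the later time points there were 8032 DEGs at 24 h (4091 up/3941 down), 8426 DEGs at 48 h (4431 up/3995 down), 9083 DEGs at 72 h (4715 up/4368 down), and 8876 DEGs at 96 h (4602 up/4274 down). The median absolute log2 fold change over all tested genes was 1.07 at 2 h and 0.77 at 24 h. Requiring an absolute log2 fold change above 1 moved these counts most, from 4091 to 2490 upregulated genes at 24 h. A fit of only the 6 libraries compared gave 7611 DEGs at 2 h, 9990 at 8 h, and 6591 at 24 h, so the order of the time points by number of DEGs was not the same in both fits.

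**Figure D1:**
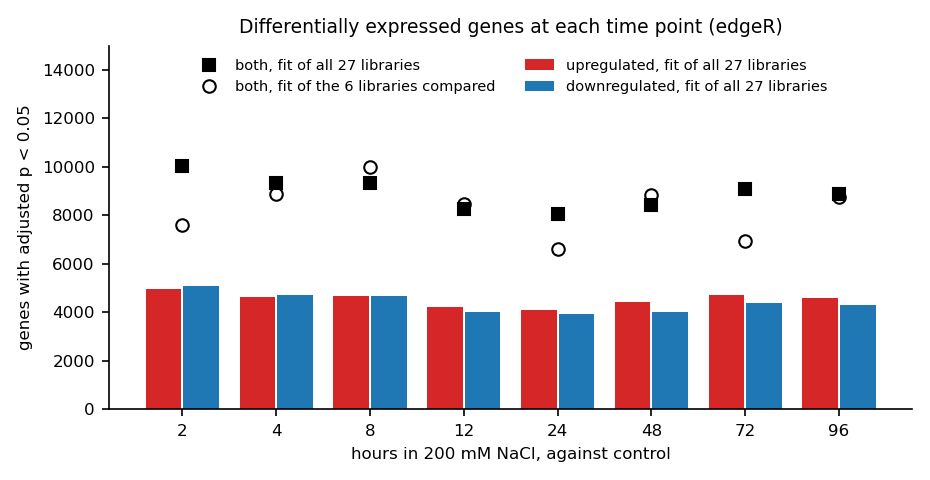
Number of genes with an adjusted p below 0.05 (vertical axis) at each of the 8 time points against control (horizontal axis, hours in 200 mM NaCl). Bars are up- and downregulated genes and filled squares their sum in the fit of all 27 libraries, and open circles are the sum in the fit of the 6 libraries compared, which is highest at 8 h (9990).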

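The 8 time points of salt stress make 28 pairs. For 48 h against 8 h, 5040 DEGs (2761 up/2279 down) were found, and for 96 h against 8 h, 5341 (2840/2501). The most DEGs, 8284 (4222/4062), were found for 24 h against 2 h. The fewest, 27 (7/20), were found for 96 h against 72 h, followed by 494 (275/219) for 72 h against 48 h and 551 (295/256) for 96 h against 48 h. Without adjustment, 1277 genes had a p below 0.05 for 96 h against 72 h and 2931 for 72 h against 48 h. In fits of only the 6 libraries compared, the counts rose to 9285 for 48 h against 8 h, the most of all pairs, to 8502 for 96 h against 8 h, and to 2091 for 96 h against 48 h. They fell to 5343 for 24 h against 2 h, 61 for 72 h against 48 h, and 1 for 96 h against 72 h. Single libraries moved the smallest counts. Without replicate 1 of 48 h, 94 genes were upregulated and 78 downregulated at 72 h against 48 h. Without replicate 1 of 2 h, these numbers were 652 and 390. That library belongs to neither condition and can act only through the shared fit. How it moved the counts was not tested. Without replicate 3 of 72 h, 32 genes were upregulated and 37 downregulated at 96 h against 72 h, and without replicate 1 of 96 h, 3 were upregulated.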

When the transcripts were compared at each time point under the saline condition, the number of DEGs between time points was the highest for 8 vs 48 h 9,776 (4,845/4,931) and 8 vs 96 h 9,244 (4,575/4,669), and the lowest for 72 vs 96 h 865 (371/494) and 48/h vs 72/h 2,760 (1,596/1,164), and there were little DEGs across NaCl treated samples among the time points of 48, 72, and 96 h (Supplementary Table 3). Overlapping studies found that there were 1,861/2,270 common upregulated/downregulated genes for each time point compared with control samples, and the overlapping details were shown in Figures 2C,D. Samples treated with salt for 2, 8, and 24 h had a relatively large number of characteristic upregulated/downregulated genes.

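Over all 8 time points, 2049 genes were upregulated and 1704 downregulated against control throughout. Over the 6 time points from 2 to 48 h, 2167 were upregulated and 1832 downregulated throughout. Because these comparisons share the 3 control libraries, all 27 libraries, control included, were simulated 10 times with no change. Counts were drawn from a single mean and a single dispersion per gene. The simulations therefore lack the unequal spread between replicates in the data, a biological coefficient of variation of 0.299 in control, 0.461 at 2 h, and 0.0914 at 8 h. The simulations gave 0 genes in common in either direction at the adjusted threshold, and on average 7.90 upregulated and 0.900 downregulated genes at an unadjusted p below 0.05. The log2 fold change had the same sign at the 8 time points in 53.3% of the 16443 genes, against 22.6% in the simulations. With an absolute log2 fold change above 1, 1174 upregulated and 986 downregulated genes were left over the 8 time points. DESeq2 called 1943 of the 2049 and 1697 of the 1704 genes as well, out of 1965 and 1942 in common. Fits of only the 6 libraries compared shared fewer of them, 1427 upregulated and 1468 downregulated genes, and had 1447 and 1627 in common, so that there the downregulated genes were the larger group. At least 10 counts in every library left 1680 and 1391 of them. Of the 6 time points, 532 genes were upregulated and 580 downregulated at 2 h only, 399 and 486 at 8 h only, and 299 and 430 at 24 h only, against 101 and 156 at 4 h only, 103 and 84 at 12 h only, and 192 and 139 at 48 h only. In fits of only the 6 libraries compared, the numbers were 262 and 160 at 2 h only, 191 and 195 at 4 h only, 747 and 569 at 8 h only, 133 and 87 at 12 h only, 197 and 142 at 24 h only, and 270 and 224 at 48 h only, so that 8 h was highest there and the counts at 2 h only and 24 h only were not all above those at 4 h only and 48 h only. Without replicate 1 of 2 h, the genes downregulated at 2 h only numbered 351, and without replicate 3 of 24 h, those upregulated at 24 h only numbered 187 and those downregulated at 24 h only 261. Without replicate 1 of 4 h, 63 genes were upregulated and 97 downregulated at 4 h only.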

### Differentially Expressed Genes at Different Time Points and Function Enrichments

To further provide insights into the functional transitions along with salt stress response in *C. reinhardtii* strain GY-D55, we clustered the 12,445 DEGs into eight clusters using the Euclidean distance clustering algorithm (Figure 3A and Supplementary Table 4). 

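At 1 or more of the 8 time points, 14345 genes were DEGs against control, and 15268 were DEGs in 1 or more of all 36 pairwise comparisons. Restricting the test to genes with at least 10 counts in every library moved the first number most, to 10865. The copy of Supplementary Table 4 used here stops early and lists 1998 of the paper's 12445 clustered genes, namely those of C1, C2, and part of C3.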

The GO annotation was performed to assign genes to functional categories for each cluster (Figure 3B). 

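Each of the 14345 DEGs was assigned to the condition with its highest mean FPKM over 3 samples. The control samples held the highest value for 4457 genes (31.1%), 2 h for 2852 (19.9%), and 4 h for 566 (3.95%). Next came 8 h with 2133 genes (14.9%), 72 h with 1346 (9.38%), 24 h with 1036 (7.22%), 96 h with 826 (5.76%), 12 h with 693 (4.83%), and 48 h with 436 (3.04%). Leaving out replicate 1 of every condition moved the 72 h count most, to 869 genes.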

Genes belonging to cluster 5 (C5) were mainly expressed at 2–4 h under the salt stress, and genes in clusters 6, 7, and 8 (C6, C7, and C8) were synchronously downregulated from 2 to 96 h under the saline stress. The early stage (2–4 h) was best represented by 3,100 expressed genes in C5 (Figures 3A,B). This cluster contained a set of genes related to “mRNA splicing, *via* spliceosome,” “protein folding,” “ER to Golgi vesicle-mediated transport,” and “regulation of transcription, DNA-templated” (Figure 3). 

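The copy of Supplementary Table 4 lists 937 genes under cluster 1, of which 935 were tested. Of these, 881 were downregulated at 2 h, 810 at 4 h, 450 at 8 h, 393 at 12 h, 289 at 24 h, 184 at 48 h, 196 at 72 h, and 176 at 96 h. Upregulated were 25 at 8 h, 15 at 12 h, 45 at 24 h, 46 at 48 h, 135 at 72 h, and 87 at 96 h. Divided by the maximum FPKM of each gene, their mean expression was 0.693 ± 0.0369 (SD, n = 3) in the control samples, 0.193 ± 0.0224 at 2 h, 0.250 ± 0.00815 at 4 h, 0.427 ± 0.0119 at 8 h, 0.424 ± 0.00707 at 12 h, 0.482 ± 0.0369 at 24 h, 0.532 ± 0.00753 at 48 h, 0.604 ± 0.00341 at 72 h, and 0.597 ± 0.0317 at 96 h. The authors formed the cluster from the same libraries, so these values describe it and do not test it.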

Genes included in cluster 1 (C1) were downregulated at 2–8 h and participated in “carotenoid biosynthetic process,” “chlorophyll biosynthetic process,” and “photosystem II assembly” (Figure 3B and Supplementary Table 5). The genes in C6, C7, and C8 (1,819, 1,063, and 1,947 genes) were highly expressed in the control samples and represented by genes related to “photosynthesis, light harvesting in photosystem I,” “oxidation-reduction process,” and “ATP synthesis coupled proton transport” (Figure 3B and Supplementary Table 5). 

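Supplementary Table 6 lists 113 TFs, which are the homologs of A. thaliana TFs among the genes of the alga. All 113 are in the count table, 112 were tested, and 110 were DEGs against control at 1 or more time points. Upregulated TFs numbered 59 at 2 h, 53 at 4 h, 55 at 8 h, 51 at 12 h, 36 at 24 h, 51 at 48 h, 38 at 72 h, and 46 at 96 h. Adjusted over the list alone, 110 of the 112 were DEGs as well, and 59 were upregulated at 2 h. Because the authors chose the list on these libraries, these counts are not independent evidence of a response among TFs.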

Inferred from the TFs data in *A. thaliana*, we identified a total of 113 TFs differentially expressed in salt stress responding in GY-D55 (Supplementary Table 6). Totals of 39.8% (45 of 113) and 19.4% (22 of 113) TFs were significantly enriched in DEGs clusters C5 and C4 (Figure 4).

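Of the 110 TFs called against control, 39 (35.5%) had their highest mean FPKM at 2 or 4 h, against 3379 of the other 14235 DEGs (23.7%), an odds ratio of 1.76 (Fisher's exact test across genes, two-sided p = 0.00661, Benjamini-Hochberg adjusted over 2 tests p = 0.0132). At 8 h, the numbers were 22 of 110 TFs (20.0%) and 2111 of 14235 other DEGs (14.8%), an odds ratio of 1.44 (same exact test, p = 0.138). Leaving out replicate 1 of every condition moved both results across the threshold: the odds ratio was 1.48 for 2 or 4 h (exact p = 0.0634) and 1.88 for 8 h (exact p = 0.00746). Over the 3 fits that each left out 1 replicate number, the adjusted p ranged from 0.000468 to 0.0634 for 2 or 4 h and from 0.0149 to 0.274 for 8 h. Genes are not independent replicates, and the test describes these libraries.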

**FIGURE 3:**
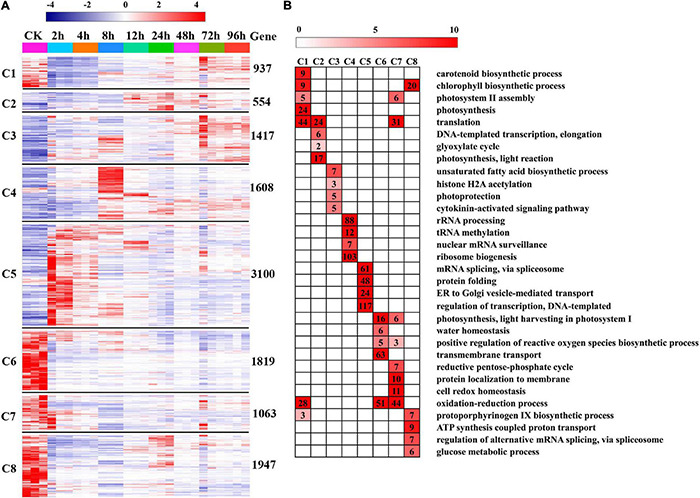
Gene expression pattern and functional transition over the time course. **(A)** Expression patterns of 12,445 differentially expressed genes (DEGs) genes in eight DEGs clusters. The number of genes in each cluster is shown on the right. **(B)** Gene Ontology (GO) enriched in eight DEGs clusters. Top four/five significant categories (*P*-value < 0.05) are displayed.

**FIGURE 4:**
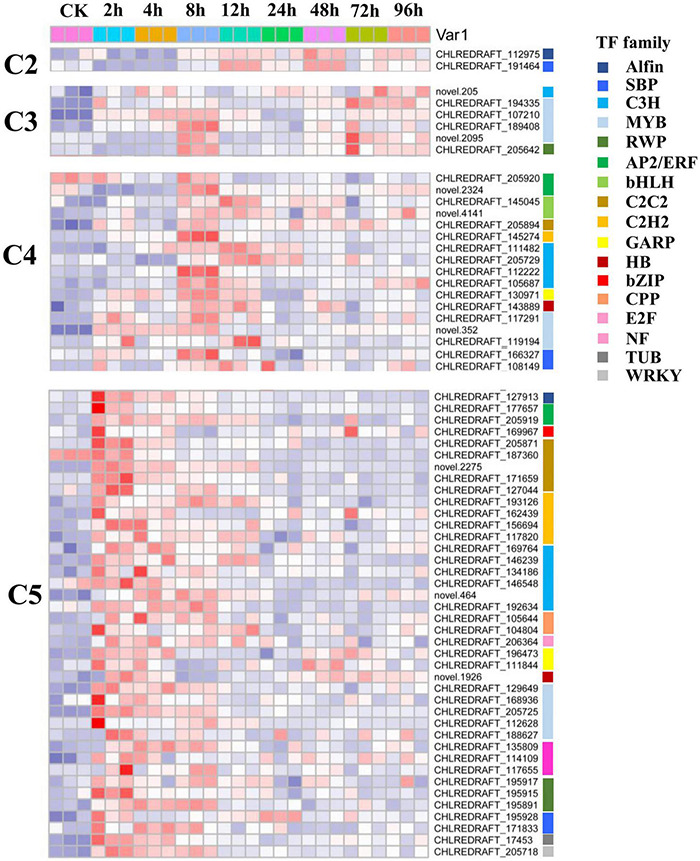
Expression pattern of transcription factors (TFs) including in DEGs cluster C2, C3, C4, and C5 in eight time points samples.

### Weighted Gene Co-expression Network Analysis Co-expression Network Construction

A total of 18,417 genes were included in WGCNA. 

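In the deposited FPKM table, 18417 of the 19267 genes have a value above 0 in at least 1 of the 27 libraries, and all 18417 vary between libraries. The other identifiers are at 0 in all 27 libraries.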

By sample clustering, no outliers were observed in 27 samples, thus all samples were included in the analysis. Then the soft threshold was determined by scale independence and mean connectivity analysis of modules with different power values ranging from 1 to 20. 

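On log2(FPKM + 1) values of 18417 genes, an unsigned network had a scale-free fit index of 0.594 at power 1, 0.0139 at power 2, 0.232 at power 3, 0.578 at power 5, 0.763 at power 10, and 0.856 at power 20. At power 1 the slope of the fit was positive (1.85), opposite to that of a scale-free network, and at power 2 it was 0.12. The slope was -0.51 at power 3 and negative at every higher power up to 20. The index first passed 0.8 at power 13 (0.811). Mean connectivity fell from 5233 at power 1 to 431 at power 5, 82.1 at power 10, and 11.1 at power 20.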

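At power 7, the fit index was 0.673 (jackknife standard error 0.104 over the 27 libraries, from 0.641 to 0.744 with 1 library left out), and the mean connectivity was 201. The index depended on the form of the network: it was 0.306 in a signed network and 0.891 on FPKM values without a logarithm.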

In our study, power = 7 was set to guarantee high scale independence (near 0.8) and low mean connectivity (near 0) (Supplementary Figure 1A). The mergeCutHeight was set as 0.25, and a total of 44 modules were generated and displayed with different colors (Supplementary Figure 1B). All analyzed genes were included in the 44 modules (Supplementary Table 7), 4,041 and 2,299 genes were assigned to the turquoise and blue module, red and magenta module included 864 and 515 genes, 314 genes were grouped to tan module.

### Module–Trait Relationship Calculation

The salt stress treated time points were collected as salt stress responding trait, and module–trait relationships were calculated according to the positive correlation between 44 modules and traits. The module trait relationship is shown in Supplementary Figure 2 and Table 1. There were five modules found positively associated with salt stress responding (Table 1). Module blue (cor = 0.592, 0.391, 0.435) was discovered associated with 2 h NaCl treated samples; the module brown (cor = 0.514, 0.509, 0.532) and magenta (cor = 0.384, 0.417, 0.451) were related with 8 h; module tan (cor = 0.429, 0.471, 0.505) were discovered associated with 12 h salt-treated samples; module darkturquoise (cor = 0.393, 0.396, 0.354) was related with 24h. Besides, module red was found mildly associated with 2-8 h salt-treated samples (Supplementary Figure 2).

**TABLE 1:** Module–trait relation and gene function enrichment information of genes in salt stress responding time points related modules.

Time	Module	Module–trait relation			GO ID	GO term	*P*-value
2 h	Blue	0.592 (0.001)	0.391 (0.04)	0.435 (0.02)	GO:0006468	Protein phosphorylation	6.50E−-1
					GO:0007165	Signal transduction	8.70E−06
					GO:0032784	Regulation of DNA-templated transcription, elongation	2.69E−03
8 h	Brown	0.514 (0.006)	0.509 (0.007)	0.532 (0.004)	GO:0006364	rRNA processing	6.40E−14
					GO:0030488	tRNA methylation	2.40E−06
					GO:0006351	Transcription, DNA-templated	3.10E−04
8 h	Magenta	0.384 (0.05)	0.417 (0.03)	0.451 (0.02)	GO:0032958	Inositol phosphate biosynthetic process	1.30E−03
					GO:0006813	Potassium ion transport	1.35E−02
					GO:0009734	Auxin-activated signaling pathway	1.71E−02
12 h	Tan	0.429 (0.03)	0.471 (0.01)	0.505 (0.007)	GO:0042256	Mature ribosome assembly	1.20E−04
					GO:0019761	Glucosinolate biosynthetic process	5.17E−03
					GO:0009098	Leucine biosynthetic process	7.63E−03
24 h	Darkturquoise	0.393 (0.04)	0.396 (0.04)	0.354 (0.07*)	GO:0009142	Nucleoside triphosphate biosynthetic process	1.20E−04
					GO:0006163	Purine nucleotide metabolic process	1.55E−03
					GO:0019722	Calcium-mediated signaling	4.18E−03

GO, Gene Ontology. *Represent the P-value > 0.05.

### Function Annotation of the Trait Related Modules

The results of the GO analysis of the filtered salt stress responding related modules were shown in Table 1 and Supplementary Table 8. For salt stress 2–4 h related module blue, we identified 47 GO terms, including “protein phosphorylation,” “signal transduction,” and “regulation of DNA-templated transcription, elongation.” A total of 45 terms were annotated in 8 h associated module magenta, including “inositol phosphate biosynthetic process,” “potassium ion transport,” and “auxin activated signaling pathway.” For 12 h related module tan, we identified 43 GO terms, including “mature ribosome assembly,” “glucosinolate biosynthetic process,” and “leucine biosynthetic process.” A total of 41 terms were annotated in 48–96 h associated module yellow, including “cellular response to red light,” “photoprotection,” and “chlorophyll biosynthetic process.” Besides, for salt stress 2-8 h negatively related module red, “reductive pentose phosphate cycle”, “chlorophyll biosynthetic process”, “oxidation-reduction process”, and “photosystem II assembly” were enriched (Supplementary Table 8).

### Transcription Factors Regulation in Weighted Gene Co-expression Network Analysis Co-expression Module Blue

A total of 1,192 DEGs cluster C5 genes were included in WGCNA co-expression module blue, including 17 TFs. Top 1% co-expression links of module blue were extracted for reducing complexity. The five C5 TFs included in the top 1% co-expression links in module blue are Alfin-CHLREDRAFT_127913, C2C2-CHLREDRAFT_205871, C2C2-CHLREDRAFT_171659, MYB-CHLREDRAFT_168936, and RWP-CHLREDRAFT_195915. 

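At 2 h, all 5 TFs were upregulated against control. Alfin-CHLREDRAFT_127913 rose from 10.7 ± 1.64 to 32.9 ± 7.64 CPM (SD, n = 3), a log2 fold change of 1.61 (standard error 0.21, edgeR adjusted p = 1.56e-07). C2C2-CHLREDRAFT_205871 had a log2 fold change of 1.18 (standard error 0.12, edgeR adjusted p = 2.63e-09), C2C2-CHLREDRAFT_171659 of 1.52 (standard error 0.27, edgeR adjusted p = 2.01e-05), and RWP-CHLREDRAFT_195915 of 2.03 (standard error 0.48, edgeR adjusted p = 0.000675). MYB-CHLREDRAFT_168936 changed least, by 0.72 (standard error 0.21, edgeR adjusted p = 0.00387). It was not called when only the 6 libraries of 2 h and control were fitted (log2 fold change 0.75). Over the 8 time points, Alfin was upregulated at 3, the 2 C2C2 genes at 4 and 2, MYB at 2, and RWP at 1, and each of them was highest at 2 h.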

Alfin-CHLREDRAFT_127913, C2C2-CHLREDRAFT_205871, and MYB-CHLREDRAFT_168936 were predicted to interact with 173, 72, and 6 genes, respectively, some of their potential target genes are overlapped.

### Real-Time Quantitative PCR Validation

To verify the RNA-seq results, an alternative strategy was selected for the upregulated genes. In total, eight genes were selected for validation by qRT-PCR using the same RNA samples that were used for RNA-sequencing (Supplementary Figure 3). The primers’ sequences were shown in Supplementary Table 9. In most cases, the gene expression trends were similar between these two methods, Pearson’s correlation of gene expression between qRT-PCR analysis and RNA-Seq data is cor = 0.765, *P*-_value < 3.464e^–07^; the result is shown in Supplementary Figure 3.

## Discussion

Existing research on *C. reinhardtii* shows that at the morphological level, salt stress of 150 or 200 mM NaCl results in flagellar resorption, decreased cell size, impaired growth, and palmelloid morphology (Neelam and Subramanyam, 2013; Khona et al., 2016). In the study published by Khona et al. (2016), the immediate death of *C. reinhardtii* cells was observed with 350 and 500 mM NaCl. We have tested the 300 M NaCl treatment on GY-D55 cells, a large number of cells death was observed with this concentration, which suggested the NaCl tolerance limits of green algae *C. reinhardtii* strain GY-D55. In the present study, the growth rate of *C. reinhardtii* strain GY-D55 was significantly impaired in the presence of 200 mM NaCl (Figure 1A), especially at early time points (2–12 h). Moreover, we characterized the formation of palmelloids in GY-D55 cells under salt stress. In land plants, cell-to-cell adhesion is regulated *via* a middle lamella mainly consisting of pectic polysaccharides. As a Gal oxidase, *RUBY* enhances pectin cohesion within the middle lamella of seed coat mucilage in *A. thaliana* (Sola et al., 2019). UDP-glucose pyrophosphorylase UGP1/2 is an enzyme playing a critical role in the metabolism of UDP-glucose, a precursor for the synthesis of carbohydrate cell wall components, including cellulose and callose (Klopffleisch et al., 2011). Besides, UDP-glucosyltransferase UGT-80 involves in the carbohydrate metabolic process. 

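RUBY (CHLREDRAFT_196816) was at 72.7 ± 1.04 CPM (SD, n = 3) in the control samples and at 131 ± 23.2 CPM at 2 h, a log2 fold change of 0.85 (standard error 0.14, edgeR adjusted p = 1.09e-05). It was upregulated at all 8 time points and highest at 96 h, with 263 ± 22.7 CPM and a log2 fold change of 1.85 (standard error 0.15, edgeR adjusted p = 3.59e-11). The change from 2 to 96 h was itself larger than the spread between replicates (log2 fold change 1.00, standard error 0.14, edgeR adjusted p = 1.77e-06). UGT-80 (CHLREDRAFT_154976) rose from 8.02 ± 1.28 to 68.0 ± 11.4 CPM at 2 h (3.08, standard error 0.21, edgeR adjusted p = 1.78e-12) and was still upregulated at 12 h (1.68, standard error 0.21, edgeR adjusted p = 1.29e-07). It was not called at 24, 72, and 96 h and was upregulated at 48 h (0.78, standard error 0.21, edgeR adjusted p = 0.00233). UGP2 (CHLREDRAFT_157049) rose from 293 ± 4.62 to 707 ± 60.1 CPM at 4 h (1.26, standard error 0.22, edgeR adjusted p = 2.12e-05) and fell below the control to 104 ± 6.89 CPM at 8 h (-1.50, standard error 0.22, edgeR adjusted p = 1.76e-06), and it was not called at any time point from 12 to 96 h. The fit of the 6 libraries compared called it below the control at 12 h (-0.39) and at 96 h (-0.40) as well. With each library left out in turn, the log2 fold change of RUBY at 2 h stayed between 0.74 and 0.95 and that of UGP2 at 4 h between 1.21 and 1.35.

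**Figure D2:**
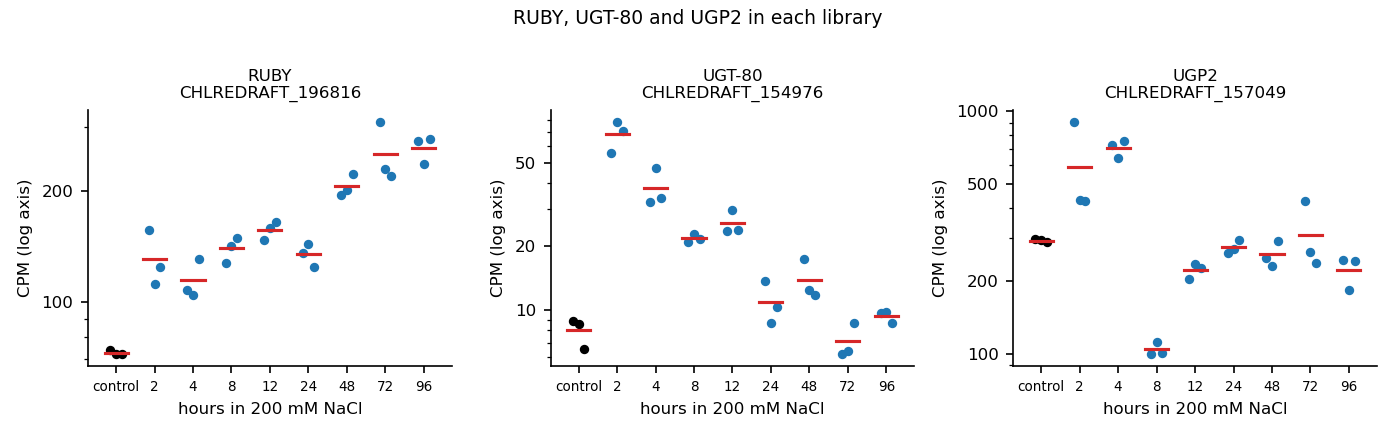
CPM of RUBY, UGT-80, and UGP2 (vertical log axis) in the control samples and at each time point (horizontal axis, hours in 200 mM NaCl). Each point is 1 library, black for control and blue for NaCl treated samples, and red lines are means of 3 libraries. The 3 UGP2 libraries of 8 h lie below every control library.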

The upregulation of *RUBY* (CHLREDRAFT_196816) at 2–48 h, *UGT-80* (CHLREDRAFT_154976) at 2–12 h, and *UGP2* (CHLREDRAFT_157049) at 2–4 h in GY-D55 cells suggested the function of these genes in cell wall carbohydrates of palmelloid formation during the early stage of salt stress in microalgae.

Genes in DEG clusters C1, C6, and C8 were significantly downregulated at 2–4 h (Figure 3A), and the functional enrichment analyses of these genes suggested that short-term salt stress impaired oxidation-reduction, protein modification, water homeostasis, and chlorophyll biosynthesis of GY-D55 cells, which was consistent with the previous study. In the published studies, the cell growth and photosynthetic activity in several strains of *C. reinhardtii* recover over 24 h. 

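The copy of Supplementary Table 4 lists 554 genes under C2. Divided by the maximum FPKM of each gene, their mean expression rose from 0.344 ± 0.0314 (SD, n = 3) in the control samples to 0.407 ± 0.00431 at 8 h, 0.630 ± 0.0392 at 12 h, and 0.724 ± 0.0733 at 24 h, and was 0.627 ± 0.0322 at 48 h. Of the 553 genes tested, 383 were upregulated at 12 h, 467 at 24 h, and 396 at 48 h.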

In the present study, clusters C5, C4, C2, and C3 contained genes mainly expressed at 2–4, 8, 12, and 24 h, respectively (Figure 3A). We predicted the dynamic responding mechanisms of these clusters to salt stress in GY-D55 cells. The algal cells promoted the transcriptional regulation and protein folding to deal with protein synthesis/folding and other impairments caused by saline stress at 2–4 h. In 8 h, GY-D55 cells mainly regulated the synthesis and regulation of rRNA and tRNA to deal with salt stress. At 12 h, GY-D55 cells promoted transcription and translation and improved the expressions of photosynthetic genes to deal with the damage of photosynthesis. Light protection and cytokinin signaling pathways were activated in 24 h to promote the recovery of photosynthesis and regulate transcription.

*Chlamydomonas* response to abiotic stresses, including salt stress, has been investigated at both the proteomic and transcriptomic levels. Quantitative proteomic comparison of salt stress in *C. reinhardtii* strain CC-4325 and the snow alga *C. nivalis* reveals that salt stress enhances the accumulation of fatty acids in *C. nivalis* (Hounslow et al., 2021), *C. reinhardtii* does not have this response. The transcriptome analysis was used to investigate the molecular and genetic mechanisms of salt stress responses in *C. reinhardtii* strain GY-D55 after 24 h of acclimation to 200 mM NaCl (Wang et al., 2018). We compared several key genes’/proteins’ changes during salt stress in the above-mentioned studies and current work, and these genes/proteins are related to stress tolerance, photosynthesis, carbohydrate metabolism, and lipid metabolism (Table 2). In most cases, the gene expression trends were similar among the three studies. CC-4325 cells showed a higher abundance of HSP 70B after being treated with salt stress for 11 h, and the coding gene of HSP70B (CHLREDRAFT_126835) was upregulated at 8–96 h compared with control samples in GY-D55 cells. 

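HSP70B (CHLREDRAFT_126835) was at 114 ± 39.9 CPM (SD, n = 3) in the control samples, 272 ± 17.7 CPM at 8 h (log2 fold change 1.24, standard error 0.19, edgeR adjusted p = 3.04e-06), and 219 ± 3.06 CPM at 96 h (0.94, standard error 0.19, edgeR adjusted p = 0.000153). It was upregulated at all 8 time points, with log2 fold changes from 0.58 to 1.79, and fell by 1.21 on the log2 scale from 4 to 24 h (standard error 0.19, edgeR adjusted p = 1.22e-05). The smallest change was at 24 h (0.58, standard error 0.19, edgeR adjusted p = 0.0122), and the call was lost without control replicate 1 (log2 fold change 0.40) and in the fit of only the 6 libraries compared (0.58).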

*HSP70B* has previously been shown to increase under salinity stress in salt-adapted *C. reinhardtii* cells and involve in the photosystem II damage (Sithtisarn et al., 2017) and repair process in *D. salina* (Goyal, 2007). These results suggest that it plays a similar role in salinity response in strain CC-4325 and GY-D55. Pyrroline-5-carboxylate synthetase (P5CS) catalyzes the first step in proline (Perrineau et al., 2014; Zhu, 2016) biosynthesis from glutamate, and we found that *P5CS2* (CHLREDRAFT_130812) was upregulated at 24 h in the analysis performed by Wang et al. (2018) and this work, suggesting that *P5CS2* regulated proline synthesis in modulating the salt stress tolerance in GY-D55 cells. 

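P5CS2 (CHLREDRAFT_130812) had 134 ± 2.43 CPM (SD, n = 3) in the control samples and 262 ± 25.1 CPM at 24 h, a log2 fold change of 0.96 (standard error 0.16, edgeR adjusted p = 1.42e-05). It was upregulated at 7 of the 8 time points. At 8 h it was lower than in the control samples, at 102 ± 4.66 CPM (-0.40, standard error 0.16, edgeR adjusted p = 0.0336). This call was lost in 11 of the 27 fits that each left out 1 library, with log2 fold changes from -0.43 to -0.35 over the 27. From 4 to 8 h the log2 fold change was -2.03 (standard error 0.16, edgeR adjusted p = 2.19e-10), and from 8 to 24 h it was 1.36 (standard error 0.16, edgeR adjusted p = 1.19e-07).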

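The gene of glutathione S transferase, CHLREDRAFT_195543, was upregulated at all 8 time points, from 35.6 ± 2.47 CPM (SD, n = 3) in the control samples to 181 ± 5.80 CPM at 8 h (2.34 on the log2 scale, standard error 0.13, edgeR adjusted p = 2.24e-14), and least at 24 h (0.50, standard error 0.13, edgeR adjusted p = 0.00217). Catalase (CHLREDRAFT_190083) was downregulated at all 8 time points, most at 2 h (-3.79, standard error 0.21, edgeR adjusted p = 1.27e-14) and least at 96 h (-1.98, standard error 0.19, edgeR adjusted p = 1.32e-09). L-ascorbate peroxidase (CHLREDRAFT_192806) was downregulated at 7 of the 8, with -2.50 at 2 h (standard error 0.19, edgeR adjusted p = 1.22e-11), while at 24 h its change of -0.28 was within the spread between replicates (standard error 0.18, edgeR adjusted p = 0.208).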

In both transcriptomic analyses, the coding gene of glutathione S transferase (CHLREDRAFT_195543) was upregulated under the saline stress in GY-D55 cells, while many genes of the ROS-scavenging system were downregulated.

**TABLE 2:** Comparisons of gene/protein changes during salt stress in published studies and this study.

Gene ID	Gene name	Strain CC-4325 (Hounslow et al., 2021)		Strain GY-D55 (Wang et al., 2018)	Strain GY-D55				
		Salt_11 h vs 0 h	Salt_18 h vs CK_18 h	24 h vs CK	Salt_8 h vs CK(L_2_fc)	Salt_12 h vs CK(L_2_fc)	Salt_24 h vs CK(L_2_fc)	Salt_72 h vs CK(L_2_fc)	Salt_96 h vs CK(L_2_fc)
**Stress proteins**									
CHLREDRAFT_ 126835	Heat shock protein 70B	Up	–	Up	1.304	1.313	–	1.139	–
CHLREDRAFT_ 139760	BAX inhibitor 1	–	–	Up	–	1.343	–	1.052	1.096
CHLREDRAFT_ 130812	Pyrroline-5-carboxylate synthetase	na	na	Up	–	–	–	–	–
CHLREDRAFT_ 195543	Glutathione S transferase	na	na	Up	2.399	1.526	–	1.092	1.529
**Photosynthesis**									
CHLREDRAFT_ 187025	Light-harvesting chlorophyll-*a*/*b* protein of photosystem I	Down	Down	Down	−6.280	−3.426	−2.436	−2.514	−2.305
CHLREDRAFT_ 136294	Light-harvesting protein of photosystem I	Down	–	Down	−5.311	−2.723	−2.038	−2.008	−1.739
CHLREDRAFT_ 148921	Low-CO_2_-inducible protein	Down	–	–	−1.252	–	–	–	–
CHLREDRAFT_ 189430	Low-CO_2_-inducible chloroplast envelope protein	–	Up	Down	–	–	−1.669	1.355	–
CHLREDRAFT_ 153656	Oxygen evolving enhancer protein 3	–	Down	Down	−3.779	−2.105	−1.311	−1.494	−1.351
CHLREDRAFT_ 130316	Oxygen-evolving enhancer protein 1 of photosystem II	–	Down	Down	−3.598	−1.757	−1.168	−1.506	−1.381
CHLREDRAFT_ 33411	Oxygen-evolving enhancer protein 2 of photosystem II	–	Down	Down	−3.411	−1.543	–	–	–
CHLREDRAFT_ 153656	Oxygen-evolving enhancer protein 3, chloroplastic	–	Down	Down	−3.779	−2.105	−1.311	−1.494	−1.351
CHLREDRAFT_ 130914	Photosystem I reaction center subunit III	–	Down	Down	−3.658	−2.166	−1.796	−1.837	−1.836
CHLREDRAFT_ 112806	Photosystem II stability/assembly factor	–	Down	–	−1.409	–	–	–	–
CHLREDRAFT_ 82986	Ribulose bisphosphate carboxylase small chain	Down	–	–	−1.744	−1.392	–	–	–
**Carbohydrate**									
CHLREDRAFT_ 185081	UDP-glucose 6-dehydrogenase	Up	Up	–	–	–	–	1.472	1.378
CHLREDRAFT_ 196263	Pyruvate kinase	na	na	Up	1.384	1.296	–	1.068	1.203
CHLREDRAFT_ 196261	Pyruvate kinase	na	na	Up	1.252	–	–	–	–
CHLREDRAFT_ 118203	Pyruvate kinase	na	na	Up	–	–	1.022	–	–
**Lipid**									
CHLREDRAFT_ 94229	Glycerol-3-phosphate dehydrogenase	na	na	Up	1.053	–	–	–	–
CHLREDRAFT_ 146945	Glycerol-3-phosphate dehydrogenase	Up	Up	Up	3.869	4.947	3.636	3.934	3.890
CHLREDRAFT_ 146946	Glycerol-3-phosphate dehydrogenase (fragment)	Up	Up	Up	4.112	4.548	3.784	3.240	3.650
CHLREDRAFT_ 122970	Biotin carboxylase	–	Down	Down	−1.496	−1.192	−1.116	–	−1.045
CHLREDRAFT_ 27658	UDP-sulfoquinovose synthase	–	–	Down	−1.299	–	–	–	–

*“–” means the difference was not significant. L_2_fc, Log 2 fold change; Up, upregulated; Down, downregulated; na, not mentioned.*

Photosynthetic activity in *C. reinhardtii* is initially suppressed in the presence of 200 mM salt, while it recovers over 24 h (Crespo, 2012; Erickson et al., 2015). The CC-4325 and GY-D55 cells show decreased expressions of photosynthetic proteins/genes. 

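Expression of CHLREDRAFT_130914, the subunit III of the photosystem I reaction center, fell from 2486 ± 312 CPM (SD, n = 3) in the control samples to 127 ± 23.0 CPM at 2 h, a log2 fold change of -4.29 (standard error 0.19, edgeR adjusted p = 3.17e-16). At 96 h it was still -1.84 (standard error 0.17, edgeR adjusted p = 1.08e-09). CHLREDRAFT_136294, a light-harvesting protein, fell from 2184 ± 249.5 to 33.3 ± 11.1 CPM at 2 h (-6.04, standard error 0.24, edgeR adjusted p = 3.87e-17) and was at -1.74 at 96 h (standard error 0.20, edgeR adjusted p = 3.09e-08). A further light-harvesting gene, CHLREDRAFT_187025, was lowest at 8 h (-6.34, standard error 0.25, edgeR adjusted p = 1.59e-17) and at -2.31 at 96 h (standard error 0.21, edgeR adjusted p = 3.24e-10). All 3 genes were downregulated at the 8 time points in every one of the 27 fits that each left out 1 library. Light-harvesting genes form a family of similar sequences, so reads of close members could have been split or lost in the counting, and the values of single members are uncertain to that extent.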

Photosystem (PS)I reaction centers and light-harvesting protein were largely decreased, including photosystem I reaction center subunit III (CHLREDRAFT_130914) and light-harvesting chlorophyll-*a*/*b* protein of photosystem I (CHLREDRAFT_136294). Although the expressions of several PSI- and PSII-related genes slightly recovered after 24 h in GY-D55 cells (Supplementary Figure 4). 

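From 8 to 24 h, expression rose by 2.73 on the log2 scale for oxygen-evolving enhancer protein 2 (CHLREDRAFT_33411, standard error 0.17, edgeR adjusted p = 8.61e-13), by 1.96 for subunit III (standard error 0.18, edgeR adjusted p = 1.02e-09), and by 3.37 for the light-harvesting protein CHLREDRAFT_136294 (standard error 0.21, edgeR adjusted p = 8.92e-13). At 24 h, these genes were at 1065 ± 212, 734 ± 124, and 546 ± 93.2 CPM (SD, n = 3). Expression was lower again at 48 h, at 468 ± 12.9, 416 ± 35.8, and 336 ± 14.1 CPM, and at 96 h it was 995 ± 136, 697 ± 121, and 655 ± 87.9 CPM.

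**Figure D3:**
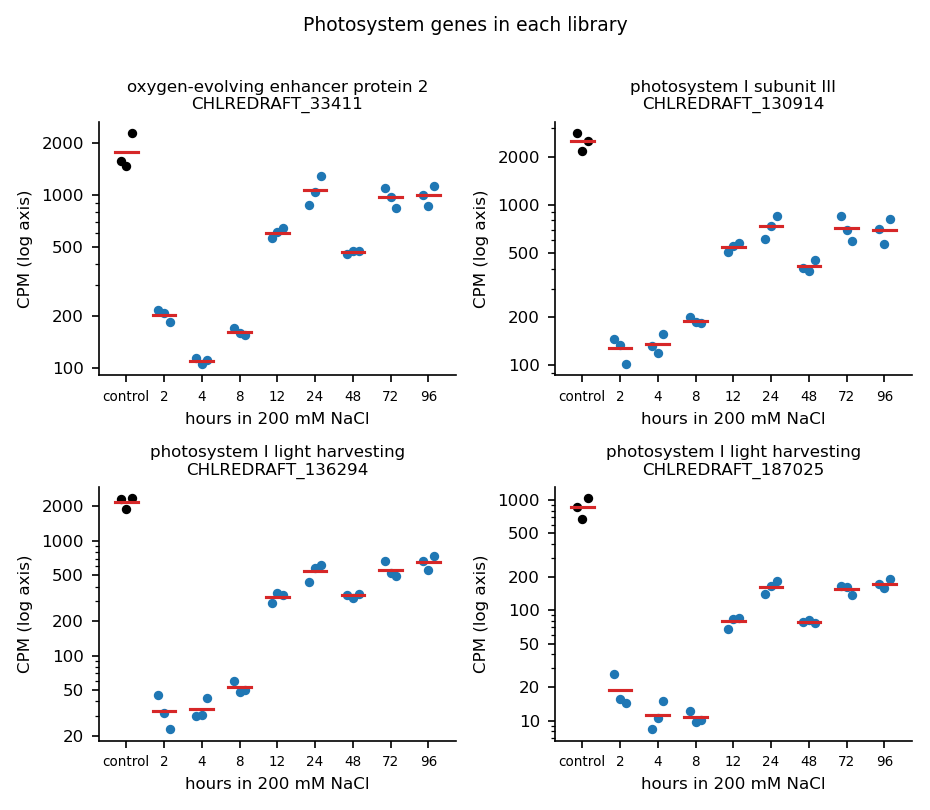
CPM of 4 photosystem genes (vertical log axis) in the control samples and at each time point (horizontal axis, hours in 200 mM NaCl). Each point is 1 library, black for control and blue for NaCl treated samples, and red lines are means of 3 libraries. In each panel the 2, 4, and 8 h libraries lie lowest.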

PSI has a slower recovery than PSII once damage occurs. These impairments of PSI indicated longer-term damage to the photosynthetic apparatus in CC-4325 and GY-D55 cells. Oxygen evolving enhancer proteins of PSII remained unchanged at 11 h in CC-4325 cells, whilst it was decreased at 2 h in GY-D55 cells. This result indicated that PSII impairments occurred in GY-D55 cells early than CC-4325 cells. 

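At 2 h, the 3 oxygen-evolving enhancer genes were downregulated against control. Enhancer protein 1 (CHLREDRAFT_130316) fell from 3543 ± 401 to 192 ± 27.1 CPM (SD, n = 3; log2 fold change -4.21, standard error 0.17, edgeR adjusted p = 3.75e-17). Enhancer protein 2 fell from 1773 ± 435 to 203 ± 16.5 CPM (-3.13, standard error 0.18, edgeR adjusted p = 2.01e-14), and enhancer protein 3 (CHLREDRAFT_153656) from 2302 ± 419 to 204 ± 30.6 CPM (-3.50, standard error 0.16, edgeR adjusted p = 6.35e-16).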

For alga, starch remobilization is important for starch storage to lipid storage and production of glycerol. UDP-glucose 6-dehydrogenase is an enzyme that catalyzes starch into glucose for use in glycolysis (Hounslow et al., 2021). Salt exposure caused a higher abundance of this protein over time in CC-4325 cells, while its coding gene (CHLREDRAFT_185081) was upregulated at a late stage (72–96 h) in this study and not altered in the study of Wang et al. (2018) in GY-D55 cells. 

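UDP-glucose 6-dehydrogenase (CHLREDRAFT_185081) was at 117 ± 12.2 CPM (SD, n = 3) in the control samples, 334 ± 56.7 CPM at 72 h (log2 fold change 1.51, standard error 0.14, edgeR adjusted p = 8.53e-10), and 304 ± 32.6 CPM at 96 h (1.37, standard error 0.14, edgeR adjusted p = 4.53e-09). It was also upregulated at the other time points, among them 2 h with 335 ± 48.4 CPM (1.51, standard error 0.14, edgeR adjusted p = 5.02e-10) and 8 h, the lowest, with 158 ± 7.82 CPM (0.43, standard error 0.14, edgeR adjusted p = 0.0102). Without control replicate 2, the call at 8 h was lost (log2 fold change 0.37). Expression at 72 h did not differ from that at 2 h by more than the spread between replicates (log2 fold change -0.00, standard error 0.14, edgeR adjusted p = 0.981), whereas it fell by 1.09 on the log2 scale from 2 to 8 h (standard error 0.14, edgeR adjusted p = 3.95e-07).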

Algae can divert cellular resources toward lipid accumulation under salt stress (Hounslow et al., 2021). UDP-sulfoquinovose synthase is involved in glycerolipid metabolism and thylakoid membrane sulfoquinovosyl diacylglycerol (SQDG) metabolism in algae. We found that the abundance of *SQDG* (CHLRE-DRAFT_27658) was reduced in GY-D55 cells at 2–8 h in our study, and it is downregulated at 24 h in the study of Wang et al. (2018), while it was not changed in CC-4325 cells. 

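UDP-sulfoquinovose synthase (CHLREDRAFT_27658) fell from 143 ± 29.9 CPM (SD, n = 3) in the control samples to 32.8 ± 1.22 CPM at 2 h (log2 fold change -2.12, standard error 0.16, edgeR adjusted p = 1.37e-11). The log2 fold change was -0.67 at 4 h (standard error 0.16, edgeR adjusted p = 0.000731) and -1.36 at 8 h (standard error 0.16, edgeR adjusted p = 3.64e-08). Without control replicate 1 these values shrank to -0.40 and -1.15, both still called. From 8 to 12 h, expression rose by 2.03 (standard error 0.16, edgeR adjusted p = 2.31e-10) to 229 ± 4.30 CPM, above the control (0.67, standard error 0.16, edgeR adjusted p = 0.000803). It was also above the control at 48 h (0.50, standard error 0.16, edgeR adjusted p = 0.00977) and 72 h (0.61, standard error 0.16, edgeR adjusted p = 0.0017) and not called at 24 and 96 h. The 72 h value was not called by DESeq2 in the 6 libraries compared, a setting chosen after seeing the data (0.58).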

Although the depressed expression of *SQDG* provides a potential mechanism for a key difference between alga’s fatty acid responses, this strain did not display the lipid accumulation response to salt stress with the downregulation of fatty acid desaturase. This finding helped elucidate that what caused salt stress was a lipid trigger, but not *C. reinhardtii* strain GY-D55.

Glycerol is an effective compatible solute that is produced by most salt-sensitive algal species under high saline stress (Goyal, 2007; Meijer et al., 2017; Hounslow et al., 2021). In the present study, the time course expressions of key genes were mapped into the schematic diagram of starch metabolism, glycerol production, and lipid synthesis (Figure 5). In the first step of glycolysis, starch is converted to glucose by alpha-amylase (AMY1, CHLREDRAFT_173725) (Shetty et al., 2019). The product of glycolysis is converted to glyceraldehyde-3-phosphate (GA3P) and then converted to dihydroxyacetone-phosphate (DHAP) by triosephosphate isomerase (Shetty et al., 2019) (TIM, CHLREDRAFT_26265). These two genes are mainly expressed at 2–4 h under salt stress in GY-D55 cells. 

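AMY1 had 124 ± 26.1 CPM (SD, n = 3) in the control samples, 243 ± 19.5 at 2 h (log2 fold change 0.97, standard error 0.16, edgeR adjusted p = 9.61e-06), 197 ± 16.4 at 4 h (0.67, standard error 0.16, edgeR adjusted p = 0.000978), and 91.5 ± 9.64 at 8 h (-0.45, standard error 0.16, edgeR adjusted p = 0.021). The 8 h value of AMY1 lost its call without control replicate 3 (log2 fold change -0.23), without replicate 1 (-0.39) or 3 (-0.42) of 8 h, and in the fit of the 6 libraries compared (-0.38). AMY1 was upregulated again at 12 h with 175 ± 7.76 CPM (0.49, standard error 0.16, edgeR adjusted p = 0.0132), was not called at 24 and 48 h, and was below the control at 72 h with 78.6 ± 20.4 CPM (-0.66, standard error 0.16, edgeR adjusted p = 0.00124) and at 96 h with 89.4 ± 13.7 CPM (-0.48, standard error 0.16, edgeR adjusted p = 0.015). In the fit of the 6 libraries compared it was called neither at 72 h (-0.63) nor at 96 h (-0.47), and the 96 h call was also lost without control replicate 3 (-0.22) and without replicate 3 of 96 h (-0.37). Without replicate 1 of 72 h, the change at 72 h shrank to -0.39 but was still called. From 4 to 8 h, the log2 fold change of AMY1 was -1.11 (standard error 0.16, edgeR adjusted p = 5.21e-06). TIM had 152 ± 25.8 CPM in the control samples, 228 ± 62.3 at 2 h (0.58, standard error 0.16, edgeR adjusted p = 0.00292), and 231 ± 23.1 at 4 h (0.59, standard error 0.16, edgeR adjusted p = 0.00277). Its 2 h value was not called by DESeq2 in the 6 libraries compared, a setting chosen after seeing the data (log2 fold change 0.57). From 4 to 8 h it changed by -1.35 (standard error 0.16, edgeR adjusted p = 3.11e-07), and at 8 h it was below the control (-0.75, standard error 0.16, edgeR adjusted p = 0.00026). It was also below the control at 48 h (-0.51, standard error 0.16, edgeR adjusted p = 0.00959), a call lost without control replicate 1 (-0.33), and was not called at 12, 24, 72, and 96 h.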

Then, DHAP is converted to glycerol-3-phosphate (G3P) by glycerol-3-phosphate dehydrogenase (G3PDH). There are five isoforms of G3PDH enzyme in *C. reinhardtii* (Shetty et al., 2019). In the present study, two genes (GPD1, CHLREDRAFT_94229; GPDHp, CHLREDRAFT_146945) showed an over-expression pattern at 2–4 h under salt stress, and one gene (GPDHp, CHLREDRAFT_146946) was mainly expressed at 8–12 h. 

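GPD1 rose from 19.5 ± 1.13 to 34.9 ± 1.86 CPM (SD, n = 3) at 2 h (log2 fold change 0.84, standard error 0.16, edgeR adjusted p = 5.38e-05) and reached 38.9 ± 3.18 CPM at 8 h (0.99, standard error 0.16, edgeR adjusted p = 6.14e-06). At 7 of the 8 time points, all but 24 h, it was upregulated. GPDHp CHLREDRAFT_146945 rose from 28.3 ± 7.43 CPM in the control samples to 746 ± 166 at 2 h (4.72, standard error 0.23, edgeR adjusted p = 9.96e-16), 799 ± 72.0 at 4 h (4.81, standard error 0.23, edgeR adjusted p = 7.59e-16), and 862 ± 62.9 at 12 h (4.92, standard error 0.23, edgeR adjusted p = 1.27e-15), and it was upregulated at all 8 time points. GPDHp CHLREDRAFT_146946 rose from 17.5 ± 2.34 to 291 ± 42.7 CPM at 8 h (4.05, standard error 0.30, edgeR adjusted p = 4.01e-12) and 405 ± 15.2 CPM at 12 h (4.52, standard error 0.30, edgeR adjusted p = 1.34e-12). Its change at 2 h (0.98, standard error 0.27, edgeR adjusted p = 0.00266) rested on replicate 3 of 2 h, without which the call was lost (log2 fold change 0.60), and it was not called in the fit of the 6 libraries compared (1.03). In the assembly Chlamydomonas_reinhardtii_v5.5 the pair of GPDHp genes is separated by 2 other genes. They carry the same name, so reads could have been split between them in the counting.

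**Figure D4:**
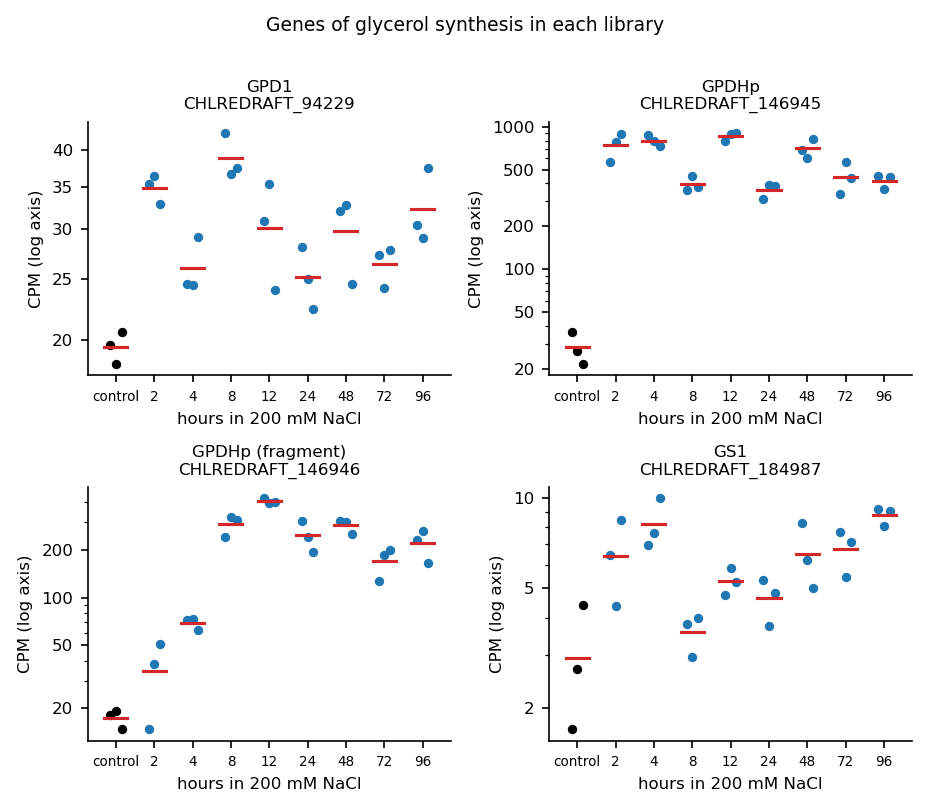
CPM of GPD1, the pair of GPDHp genes, and GS1 (vertical log axis) in the control samples and at each time point (horizontal axis, hours in 200 mM NaCl). Each point is 1 library, black for control and blue for NaCl treated samples, and red lines are means of 3 libraries. The control libraries of both GPDHp genes lie below the libraries of 4 h and all later time points.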

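GS1 (CHLREDRAFT_184987) was expressed at a low level, 2.94 ± 1.37 CPM (SD, n = 3) in the control samples. It was at 8.20 ± 1.57 CPM at 4 h (log2 fold change 1.47, standard error 0.31, edgeR adjusted p = 0.000223), 6.77 ± 1.17 at 72 h (1.20, standard error 0.31, edgeR adjusted p = 0.00206), and 8.77 ± 0.590 at 96 h (1.57, standard error 0.31, edgeR adjusted p = 0.000122). It was upregulated at 6 of the 8 time points. Among them was 2 h (1.12, standard error 0.31, edgeR adjusted p = 0.00289), which was not called in the fit of the 6 libraries compared (1.15). At 8 h the change was within the spread between replicates (0.28, standard error 0.31, edgeR adjusted p = 0.472).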

The homolog of glycerol-3-phosphatase (GS1, CHLREDRAFT_184987) catalyzes the formation of glycerol in higher plants (Singh et al., 2016; Shetty et al., 2019), and the homolog of this gene is upregulated at 4, 72, and 96 h in *C. reinhardtii*. The over-expression of key genes at 2–8 h under salt stress indicated that GY-D55 cells rapidly accumulated glycerol in the early stage of salt stress to cope with osmotic stress. 

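Set against one another, the time points differed as follows. GPD1 changed by 0.15 on the log2 scale from 2 to 8 h, within the spread between replicates (standard error 0.16, edgeR adjusted p = 0.449), and by 0.58 from 4 to 8 h (standard error 0.16, edgeR adjusted p = 0.00472). From 2 to 12 h, CHLREDRAFT_146945 changed by 0.20 (standard error 0.19, edgeR adjusted p = 0.426) and CHLREDRAFT_146946 by 3.54 (standard error 0.29, edgeR adjusted p = 1.53e-10). From the over-expression of these genes at 2 to 8 h, the paper concludes that GY-D55 cells rapidly accumulated glycerol in the early stage of salt stress.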

There is an interplay between photosynthetic rate and the limited ability of the organism to utilize/export/store the photosynthetically fixed carbon. In the present study, photosynthesis was significantly inhibited before 24 h, which might be related to the accumulation of glycerol in the cells. Releasing large quantities of photosynthetic products leads to an increase in photosynthetic rates in plants. We speculated that GY-D55 cells leaked glycerol into the surrounding environment after 24 h to promote photosynthetic efficiency.

**FIGURE 5:**
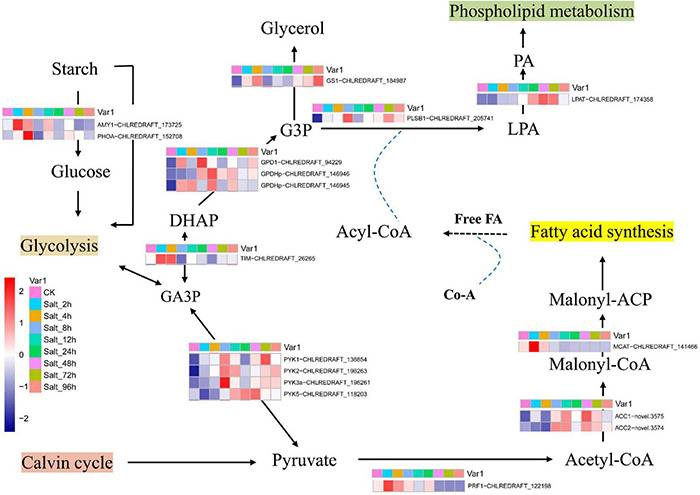
The schematic diagram of starch metabolism, glycerol production, and lipid synthesis. GA3P, glyceraldehyde3-phosphate; G3P, glycerol-3-phosphate; DHAP, dihydroxyacetone phosphate; LPA, lysophosphatidic acid; PA, phosphatidic acid. Mean FPKM values of the three samples in each time point were used as representative of genes’ expression value in eight salt-treated time points and control conditions.

Transcription factor-encoding genes contribute to the diversity and evolution of plants. Identification of the TFs is essential in manipulating the regulatory network for abiotic stress in response to the target molecules (Lehti-Shiu et al., 2017). Inferred from the TF data in *A. thaliana*, we identified a total of 113 differentially expressed TFs in response to salt stress in GY-D55 (Supplementary Table 6). Moreover, 39.8 and 19.4% TFs were significantly enriched in DEG clusters C5 and C4, respectively, reflecting the important role of TFs in the early stage of salt stress in *C. reinhardtii* strain GY-D55 (Figure 4 and Supplementary Table 6). Several members from the bZIP, C3H, Dof, and MYB TF families were differentially expressed throughout the entire time course in salt and cold stresses. In the present study, eight/seven C3H TFs were upregulated at 2–4/8 h, respectively, indicating their functions in salt stress regulation. 

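Supplementary Table 6 lists 20 C3H TFs, of which 19 were tested. Upregulated against control were 9 at 2 h, 12 at 4 h, and 11 at 8 h. Downregulated were 1, 1, and 2. By the table's clusters, 7 of the 20 belong to C5 and 8 to C4.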

A total of five MYB TFs were clustered in C5, including a homolog of *MYB88* (CHLREDRAFT_205725). 

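The table lists 18 MYB TFs, all of them tested, and 5 of them under C5. At 2 h, 11 were upregulated and 3 downregulated against control. The MYB88 homolog (CHLREDRAFT_205725) rose from 3.78 ± 0.595 to 50.0 ± 3.14 CPM (SD, n = 3) at 2 h (log2 fold change 3.72, standard error 0.17, edgeR adjusted p = 6.35e-16) and was still at 21.7 ± 0.530 CPM at 96 h (2.51, standard error 0.17, edgeR adjusted p = 1.71e-12). It was upregulated at all 8 time points in every one of the 27 fits that each left out 1 library.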

In *A. thaliana*, *MYB88* participates in the stomatal development in abiotic stress responses and the regulation of cell cycle genes (Xie et al., 2010). *Chlamydomonas* is a single-cell green alga, and there are no complex vegetative structures, such as leaves. However, TFs in plants have a higher retention rate after duplication compared with other genes (Lehti-Shiu et al., 2015; Thiriet-Rupert et al., 2016). Additionally, genes functionally related to stress responses tend to undergo a more intense duplication process (Riano-Pachon et al., 2008; Wu et al., 2015, 2021). Therefore, in higher plants and algae, the functions of genes in the same family or homologous group may be different, while they may participate in stress response conservatively.

Genes involved in related BPs tend to be co-expressed and clustered as functional modules (Ruprecht et al., 2017), which can help identify how the interplay between interconnected genes accomplishes specific biological functions. In the present study, “protein phosphorylation,” “signal transduction,” and “regulation of DNA-templated transcription, elongation” were top enriched BPs in the 2–4 h related module blue. Current evidence suggested that endoplasmic reticulum (ER) stress occurred at early time points (2–8 h) in GY-D55 cells. 

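The BiP gene CHLREDRAFT_133650 rose from 1.98 ± 1.25 CPM (SD, n = 3) in the control samples to 495 ± 58.6 CPM at 2 h, a log2 fold change of 7.97 (standard error 0.35, edgeR adjusted p = 2.19e-16), and was back at 1.63 ± 0.785 CPM at 24 h (-0.29, standard error 0.37, edgeR adjusted p = 0.543). With 1 library left out, the 24 h value lay between -0.69 and 0.21 and was positive without control replicate 3 (0.21) and without replicate 1 of 24 h (0.05). This gene was upregulated at the other 7 time points, among them 48 h with 3.46 ± 0.767 CPM (0.81, standard error 0.33, edgeR adjusted p = 0.0426), 72 h with 5.82 ± 1.57 CPM (1.58, standard error 0.32, edgeR adjusted p = 0.000174), and 96 h with 9.84 ± 1.15 CPM (2.31, standard error 0.31, edgeR adjusted p = 5.96e-07). The 48 h call was lost with RLE size factors (0.73), with at least 10 counts in every library (0.76), in the fit of the 6 libraries compared (0.79), and in 4 of the 27 fits that each left out 1 library, with the lowest value without control replicate 2 (0.41). The BiP gene CHLREDRAFT_133859 rose from 177 ± 13.7 to 1150.2 ± 78.6 CPM at 2 h (2.69, standard error 0.16, edgeR adjusted p = 3.77e-14) and was below the control at 24 h with 80.9 ± 23.9 CPM (-1.14, standard error 0.15, edgeR adjusted p = 4.72e-07). Calls against the control were up at 2, 4, and 8 h and down at 12, 24, and 48 h, with none at 72 and 96 h. From 2 to 24 h it changed by -3.83 (standard error 0.16, edgeR adjusted p = 5.06e-16). The pair is separated by 1 gene in the assembly Chlamydomonas_reinhardtii_v5.5, and reads could have been split between them. Over the 9 condition means of log2(FPKM + 1), the TFs Alfin-CHLREDRAFT_127913, C2C2-CHLREDRAFT_205871, C2C2-CHLREDRAFT_171659, MYB-CHLREDRAFT_168936, and RWP-CHLREDRAFT_195915 were correlated with the BiP genes in all 10 pairs, with Pearson's r from 0.719 (C2C2-CHLREDRAFT_205871 with CHLREDRAFT_133859, exact permutation p = 0.0313, Benjamini-Hochberg adjusted p = 0.0313) to 0.950 (C2C2-CHLREDRAFT_171659 with CHLREDRAFT_133650, exact p = 0.000405, adjusted p = 0.00203). Spearman's rho was from 0.383 to 0.917, and 1 of the 10 pairs, RWP with CHLREDRAFT_133650, had an adjusted exact p below 0.05 (p = 0.00131, adjusted p = 0.0131). Without the 2 conditions farthest from the median, which were 2 h and 4 h for 8 of the pairs and 2 h and 24 h for the pairs with RWP, r fell to between -0.592 and 0.828. With CHLREDRAFT_133650 it stayed at 0.828 for RWP, 0.822 for C2C2-CHLREDRAFT_171659, and 0.661 for Alfin. In the other 7 pairs it was at most 0.341, so there the relation rests on the conditions left out. Within conditions, over the 27 libraries, none of the 10 pairs was correlated after adjustment and 1 had an unadjusted p below 0.05, namely C2C2-CHLREDRAFT_205871 with CHLREDRAFT_133859 (r = 0.728, permutation p = 0.0121, adjusted p = 0.121). The authors took these TFs from the strongest co-expression links of module blue in the same libraries, so the correlations and their p-values describe the pairs and are not independent evidence of a relation. On log2 CPM in place of FPKM, r over the condition means moved most for MYB with CHLREDRAFT_133650, from 0.818 to 0.766.

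**Figure D5:**
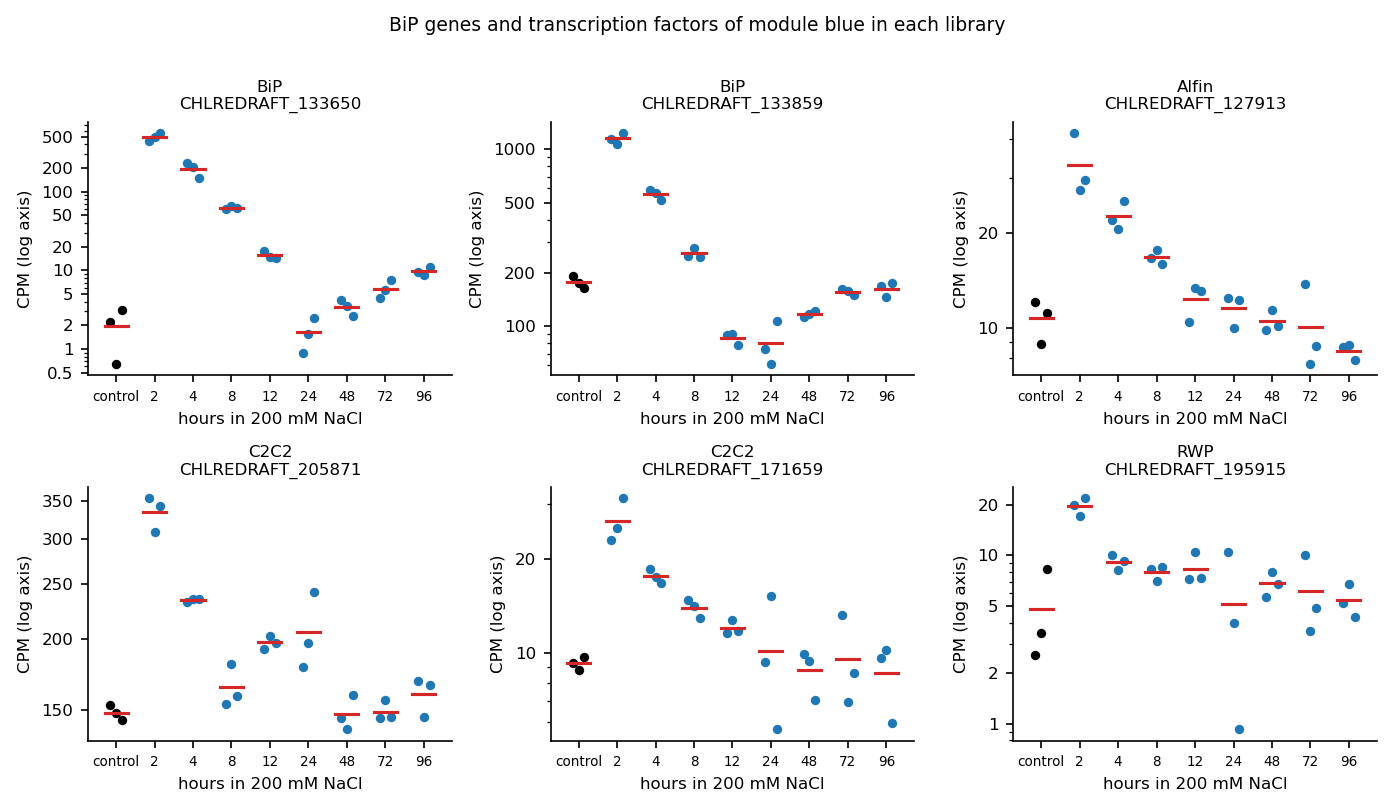
CPM of the pair of BiP genes and of 4 TFs (vertical log axis) in the control samples and at each time point (horizontal axis, hours in 200 mM NaCl). Each point is 1 library, black for control and blue for NaCl treated samples, and red lines are means of 3 libraries. Mean expression is highest at 2 h in all panels.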

As shown in Figure 6, in module blue, Alfin-CHLREDRAFT_127913, C2C2-CHLREDRAFT_205871, and C2C2-CHLREDRAFT_171659 regulated 11 genes of “establishment of protein localization” and three genes of “endoplasmic reticulum unfolded protein response,” including ER stress key gene *BiP* (CHLREDRAFT_133650 and CHLREDRAFT_133859). As a member of the HSP70 family, *BiP* resides within the lumen of the ER, and it helps the folding and assembly of newly synthesized proteins as they are translocated into the ER and can also bind to misfolded, underglycosylated, or unassembled proteins (Crespo, 2012). Several members of Alfin-like TFs were upregulated in response to different abiotic stresses in *Brassica oleracea*. The role of Alfin-like TFs in enhancing salt stress and drought resistance is well-known when it is over-expressed in land plants roots. These results suggest the important role of the TFs of the Alfin and C2C2 families in salt stress in GY-D55 cells, especially in ER stress. In *C. reinhardtii*, most of the published studies have focused on the mechanisms of bZIP and MYB TFs in salt stress, while the TFs of other families are rarely reported (Ji et al., 2018). The present work provided a valuable foundation for TFs, benefiting the exploration of the regulatory network in algal abiotic stress.

**FIGURE 6:**
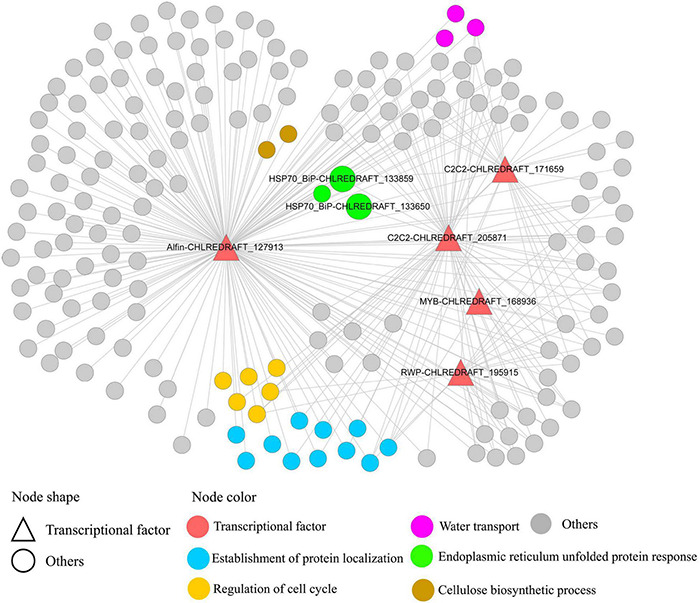
Five TFs regulating genes in co-expression module blue. This module was predicted to regulate endoplasmic reticulum (ER) stress at early time points. TFs (Alfin-CHLREDRAFT_127913, C2C2-CHLREDRAFT_205871, and C2C2-CHLREDRAFT_171659) regulating 11 genes of “establishment of protein localization” and three genes of “endoplasmic reticulum unfolded protein response,” including ER stress key gene *BiP* (CHLREDRAFT_133650 and CHLREDRAFT_133859).

## Conclusion

Here, we reported a comprehensive temporal investigation of transcriptomes using data at eight different time points, from early stage (2 h) to late stage (up to 96 h) in *C. reinhardtii* GY-D55 cells. A total of 12,445 genes were detected as DEGs. There were 1,861/2,270 common upregulated/downregulated genes for each time point compared with control samples. Samples treated with salt for 2, 8, and 24 h had a relatively large number of characteristic upregulated/downregulated genes. Short-time exposure to salt stress impaired oxidation reduction, protein synthesis and modification, and photosynthesis. The algal cells promoted transcriptional regulation and protein folding to deal with protein synthesis/modification impairments and rapidly accumulated glycerol in the early stage (2–4 h) to cope with osmotic stress. At 12 and 24 h, GY-D55 cells showed increased expressions of signaling and photosynthetic genes to deal with the damage of photosynthesis. The co-expression module blue was predicted to regulate ER stress at early time points. In addition, we identified a total of 113 TFs and predicted the potential roles of Alfin, C2C2, and MYB family TFs in algal salt stress responses.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: National Center for Biotechnology Information (NCBI) BioProject database under accession number PRJNA770825 and the Gene Expression Omnibus (GEO) database, GSE191218.

## Author Contributions

L-YZ and S-JF designed the experiments. L-YZ, Z-TX, and L-QC carried out the experiment and analyzed the data. L-YZ and Z-TX wrote the first draft of the manuscript. L-YZ, X-JZ, and S-JF supervised and completed the writing. All authors revised and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

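The authors sequenced polyadenylated RNA of C. reinhardtii GY-D55 cells cultured without NaCl and at 8 time points from 2 to 96 h after NaCl was added to 200 mM, with 3 replicates in each of the 9 conditions. All 27 libraries were matched to a condition and a replicate number from the sample labels, and every column of the deposited tables was matched to a library. There was a single control group, and the paper's text does not name when it was sampled. A comparison with it therefore cannot separate salt from the age of the culture or the time of day.

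The counts were made by the authors, who filtered the reads, aligned them with Hisat2, assembled further transcripts with StringTie, and counted the reads of each gene with featureCounts. They were deposited as whole numbers without normalization for 19267 identifiers. The FPKM values were made and deposited by the authors from the counts and the gene lengths. The FPKM table was checked against the count table over the 6110 genes with at least 100 counts and an FPKM above 0 in every library. The ratio of count to FPKM between libraries followed median-of-ratios size factors with a largest difference of 0%, and differed from the ratio of total counts by up to 80.8%. The FPKM values therefore already carry a normalization between libraries, and shares of counts were computed from the counts. The paper's text does not name how reads mapping to several genes were treated, whether the strand was used, or the genome build. Genes with similar copies can have gained or lost reads in the counting. Names came from the paper and its supplementary tables. A reference table of the assembly Chlamydomonas_reinhardtii_v5.5 with 17742 genes matched 12541 of the 19267 identifiers and was used for which genes neighbour each other. Gene lengths were taken from the ratio of count to FPKM, for the 12719 genes with a mean of at least 50 counts.

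Total counts ranged from 15286332 to 24783139 per library, with a median of 18749997. These totals set the counting error of single genes, and the spread between the 3 replicates sets the precision of the comparisons. A fold change against a condition whose libraries all had 3 counts or fewer is given as a lower bound.

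DEGs were called with edgeR 4.0.16 in R 4.3.3 on the deposited counts. Genes were kept by filterByExpr, which left 16443, libraries were scaled with TMM, and a quasi-likelihood model with a term for each of the 9 conditions was fitted to all 27 libraries. A gene was called at a two-sided Benjamini-Hochberg adjusted p below 0.05 over the genes tested in a comparison, with any fold change. The 8 comparisons with control and the 28 between time points were made in this fit. CPM values are means over 3 libraries with their SD. Genes called in common were compared with 10 simulations in which groups with no change were set against shared control libraries, also simulated. In them every library had the same dispersion for a gene. The calling of DEGs was tested on simulated data with 200 changed genes, far fewer than were called against control in the data. There the fit of all 27 libraries found 61.0% of the changed genes among 16248 genes tested, and the fit of 6 libraries 58.0% among 15190. The assignment of genes to the condition of highest expression was tested on simulated data for 2000 genes and found 100% of the 200 changed ones.

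PCA, distances between libraries, correlations between conditions, and the scale-free fit were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1 on log2(FPKM + 1) of the 18417 genes with a count in any library. Figures were drawn with matplotlib 3.10.9. The correlations of 5 TFs with 2 BiP genes were tested by exact permutation over 9 condition means and by 100000 permutations within conditions over 27 libraries, both two-sided, with Benjamini-Hochberg adjustment over the 10 pairs. Fisher's exact test was used for the TFs with their highest expression at 2 or 4 h and at 8 h.

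Genes named in the text are those that the paper names by identifier in its text, Table 2, and Figures 5 and 6, of which 48 are in the count table, and 4 chosen by a rule. Of the genes called in the same direction at all 8 time points with a mean of at least 100 counts, these are the 2 with the largest and the 2 with the lowest mean log2 fold change. The genes of Supplementary Table 6 were counted by family.

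The alternatives for DEGs were DESeq2 1.42.0, RLE size factors, no filter on low counts, at least 10 counts in every library, a fit of only the 6 libraries compared, the replicate number as a block, an absolute log2 fold change above 1, the unadjusted p, and leaving out each of the 27 libraries in turn. For the FPKM values they were a pseudocount of 0.1, a mean FPKM of at least 1, values from the counts as CPM or log2 CPM, genes scaled to unit variance, correlations of single libraries, Pearson's r without squaring, and other forms of the network.

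Growth and morphology, qRT-PCR, GO enrichment, and the modules of the co-expression network were not analysed here. Tests of gene sets were not run, because the tables used here give no gene descriptions. The copy of Supplementary Table 4 used here lists 1998 of the paper's 12445 clustered genes, so no overlap was tested on it. PYK1, named in the paper's Figure 5, was not analysed here.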

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

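In this part, the tests of library preparation for the DAA identifiers and of a few identifiers for the ENSRNA class were chosen only after the result was seen.

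A set of genes changed in opposite directions at the first and the last time point. Of the 16443 genes tested, 256 were upregulated at 2 h and downregulated at 96 h, and 274 were downregulated at 2 h and upregulated at 96 h, and for each of them the direct comparison of 96 h against 2 h was also called. The scaling of libraries and a single uneven library were tested as explanations. With RLE size factors in place of TMM, 516 genes met the same criteria, against 530 before. Without replicate 1 of 2 h the number was 593. Without replicate 1 of 72 h it was 611, but that library is not among those that define the set, so this does not test the cause. DESeq2 gave 554, and the replicate number as a block 527. The numbers argue against the scaling and against replicate 1 of 2 h as the source of the count. Whether the same genes were kept was not compared. The other libraries of control, 2 h, and 96 h were not left out for this count. A response that differs between early and late salt stress may explain these genes and remains a hypothesis, as does a change with the age of the culture, which the single control cannot exclude.

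Named genes differed between time points as well, each by a direct comparison in edgeR. BiP gene CHLREDRAFT_133859 was upregulated at 2 h and downregulated at 24 h, and its log2 fold change of 24 h against 2 h was -3.83, between -4.12 and -3.68 in the fits that each left out 1 library. Reads shared with the neighbouring BiP gene CHLREDRAFT_133650 were not examined. That gene fell by 8.26 on the log2 scale between the same time points. Because shared reads would also make both fall, this does not show that each member of the pair decreased on its own. UGP2 (CHLREDRAFT_157049) was upregulated at 4 h and downregulated at 8 h. Its log2 fold change of 8 h against 4 h was -2.76, between -2.83 and -2.71 with 1 library left out. P5CS2 (CHLREDRAFT_130812) was upregulated at 4 h and lower than the control at 8 h, with a log2 fold change of 8 h against 4 h of -2.03, between -2.09 and -1.96 with 1 library left out. With RLE size factors the 3 contrasts were -3.88, -2.72, and -1.99. The scaling of libraries and single libraries therefore leave them in place. The call of P5CS2 below the control at 8 h was lost in 11 of the 27 fits that each left out 1 library, with log2 fold changes from -0.43 to -0.35. The time under salt stress stays open as the explanation, and so does the hour of sampling, which was not tested for these genes.

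Identifiers that start with DAA, which the paper does not discuss, held 0.00232% ± 0.000424 (SD, n = 3) of all counts in the control samples and 0.0778% ± 0.0459 (SD, n = 3) at 12 h. In counts, they rose from 1332 over the control libraries to 43513 over those of 12 h. The most counted identifier held 10.3% of the class, and 68 of the 68 identifiers with at least 10 counts were higher at 12 h than in the control samples, which argues against a few genes taking most of the counts. A difference in library preparation between early and late libraries was expected to move other small classes alike. From control to 12 h, the share of the AAB identifiers changed by a ratio of 0.804, that of the EPCRG identifiers by 2.39, and that of the DAA identifiers by 33.6. The share of the ENSRNA identifiers rose as well, from 0.00400% to 0.0270%. The DAA share rose most, but as the EPCRG and ENSRNA shares also rose while the AAB share fell, these values do not decide on library preparation. A change of these transcripts with the time under salt stress may be a candidate explanation, found on the same data. The tables used here do not describe the identifiers, and the 3 libraries of 12 h differed widely, from 0.0380% to 0.128%.

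Identifiers that start with ENSRNA held 0.00400% ± 0.000363 (SD, n = 3) of the counts in the control samples, 0.0492% ± 0.00431 (SD, n = 3) at 4 h, and 0.00651% ± 0.000179 (SD, n = 3) at 96 h. At 8 h, 86.6% of the 24600 counts of the class lay on its 5 most counted identifiers, and 33 of the 73 identifiers with at least 10 counts were higher than in the control samples. These 5 were picked on the libraries of 8 h, where the most counted identifiers hold a large share by choice, so this share alone decides nothing. The 5 identifiers most counted at 2 h carried 92.5% of the rise from control to 8 h, so most of the rise lay on few identifiers. Without them, the lowest library of 8 h was still at 0.00624% and the highest control library at 0.00403%, which argues against those few as the whole cause, and a smaller rise remained in the other identifiers. Whether the identifiers responded to salt or were affected by the counting was not tested.

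The transcripts assembled by the authors held 5.89% ± 0.770 (SD, n = 3) of the counts in the control samples and 8.47% ± 0.417 (SD, n = 3) at 8 h. All libraries of 4, 8, 12, 48, and 96 h lay above every control library. At 2, 24, and 72 h the lowest libraries (5.86%, 6.72%, and 5.10%) were below the highest control library (6.78%). Without the 10 transcripts that gained most, the lowest library of 96 h was at 7.05% and the highest control library at 6.54%, which argues against a few genes as the whole cause at 96 h. Of the 27 libraries 3 were controls, so an assembly over all of them could hold more transcripts of salt stressed cells. This was not tested, and a response of these transcripts to salt stays open beside it.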

How the results depend on the processing

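No test in this part was chosen after a result was seen. All alternatives were set before the data were examined, except DESeq2 in the 6 libraries compared, with the adjusted and the unadjusted p, and DESeq2 with an absolute log2 fold change above 1, which were chosen after seeing the data. Where a count moved by more than 1.5 times, the cause was not tested, except that a threshold on the fold change or on counts removes genes by construction.

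Of 42 counts of DEGs, none moved by more than 1.5 times with RLE size factors or with no filter on low counts. DESeq2 moved 4 of the 42, to 37 upregulated and 51 downregulated genes at 96 h against 72 h, and 649 and 406 at 72 h against 48 h. With at least 10 counts in every library 4 moved. Of the genes called at 1 of the 6 time points only, 264 were upregulated at 8 h, and 339 were downregulated at 2 h, 90 at 4 h, and 253 at 24 h.

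Fitting only the 6 libraries compared moved 15 of the 42. At 48 h against 8 h, 4622 genes were upregulated and 4663 downregulated, at 96 h against 8 h 4299 and 4203, and at 72 h against 48 h 45 and 16. At 96 h against 72 h 0 were upregulated and 1 was downregulated, while at an unadjusted p below 0.05 the fit of all 27 libraries gave 624 and 653. Upregulated at 1 of the 6 time points only were 262 genes at 2 h, 191 at 4 h, 747 at 8 h, and 197 at 24 h, and downregulated were 160 at 2 h, 142 at 24 h, and 224 at 48 h. Outside the 42, DEGs at 24 h against 2 h numbered 5343 in place of 8284, at 96 h against 48 h 2091 in place of 551, and at 48 h against 12 h 5386 in place of 1757.

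An absolute log2 fold change above 1 moved 12 of the 42. It left 2490 upregulated genes at 24 h, 1398 upregulated and 1362 downregulated genes at 48 h against 8 h, 1498 and 1344 at 96 h against 8 h, and 80 and 64 at 72 h against 48 h. In common were 1174 upregulated and 986 downregulated genes over 8 time points, and 1250 and 1073 over 6, and 150 were upregulated at 24 h only. The unadjusted p moved 4, to the 624 and 653 genes at 96 h against 72 h and to 1546 and 1385 at 72 h against 48 h.

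DESeq2 in the 6 libraries compared, chosen after seeing the data, moved 9 of the 42. At 48 h against 8 h it called 4454 upregulated and 4506 downregulated genes, and 4151 downregulated genes at 96 h against 8 h. At 1 of the 6 time points only, 267 were upregulated at 2 h, 200 at 4 h, and 783 at 8 h, and 266 were downregulated at 2 h, 223 at 24 h, and 230 at 48 h. With the unadjusted p it moved 13. These were 4845 and 4931 genes at 48 h against 8 h, 4576 and 4669 at 96 h against 8 h, 372 and 495 at 96 h against 72 h, and 1595 and 1164 at 72 h against 48 h. Upregulated at 1 of the 6 time points only were then 303 at 2 h, 187 at 4 h, and 714 at 8 h, and downregulated were 297 at 2 h and 269 at 24 h.

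The replicate number as a block moved none of the 42 counts by more than 1.5 times, and left 2022 upregulated and 1695 downregulated genes in common over 8 time points. Libraries with the same number did not deviate together as a group, although single pairs did. The correlation of their deviations from the condition means ranged from -0.306 to 0.449 over 108 pairs of libraries, with a median of 8.4e-06. With different numbers it ranged from -0.453 to 0.503 over 216 pairs, with a median of -0.00199, so the numbers do not pair the samples.

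Leaving out 1 library at a time in 27 fits changed no count of DEGs against control by more than 1.5 times. At 96 h against 72 h, upregulated genes ranged from 3 (without replicate 1 of 96 h) to 32 (without replicate 3 of 72 h) and downregulated genes from 11 (without replicate 2 of 96 h) to 37 (without replicate 3 of 72 h). At 72 h against 48 h they ranged from 94 (without replicate 1 of 48 h) to 652 (without replicate 1 of 2 h) and from 55 (without replicate 1 of 72 h) to 472 (without replicate 3 of 72 h). Genes upregulated at 1 of the 6 time points only ranged from 63 (without replicate 1 of 4 h) to 156 (without replicate 1 of 2 h) at 4 h, from 187 (without replicate 3 of 24 h) to 353 at 24 h, and from 114 (without replicate 3 of 48 h) to 210 at 48 h. Those downregulated ranged from 351 (without replicate 1 of 2 h) to 709 at 2 h, from 97 (without replicate 1 of 4 h) to 193 at 4 h, from 261 (without replicate 3 of 24 h) to 551 at 24 h, and from 91 (without replicate 1 of 48 h) to 212 (without replicate 3 of 24 h) at 48 h. With replicate 1, 2, or 3 of every condition left out, genes with their highest expression at 72 h ranged from 869 (without replicate 1) to 1782. The odds ratio of TFs ranged from 1.48 (without replicate 1, past the threshold no longer) to 2.09 at 2 or 4 h, and from 1.32 to 1.88 (without replicate 1, now past the threshold) at 8 h.

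The first principal component held 23.8% of the variance with a pseudocount of 0.1, 25.8% on log2 CPM, and 23.8% with genes scaled to unit variance. With a mean FPKM of at least 1, the lowest R2 of control with a time point was 0.579 and the highest 0.746. On log2 CPM the lowest was 0.751, and as the mean of pairs of libraries the highest was 0.790. Without squaring, Pearson's r was 0.836 and 0.905 by construction. The scale-free fit index at power 7 was 0.891 on FPKM without a logarithm and 0.306 in a signed network. CPM in place of FPKM moved none of the 11 values of the condition of highest expression and of TFs.

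Of 92 log2 fold changes of 39 named genes, none changed its direction or its side of the threshold with DESeq2, with no filter on low counts, or with the replicate number as a block. RLE size factors lost 2 calls, at least 10 counts in every library 2 of 84, the fit of 6 libraries 9, and DESeq2 in the 6 libraries 7, and each of the last pair also called 2 that were not called here, UGP2 (CHLREDRAFT_157049) at 12 and 96 h. Leaving out 1 library changed 11 of the 92. The change of BiP gene CHLREDRAFT_133650 at 24 h, -0.29 and not called, ranged from -0.69 (without control replicate 2) to 0.21 (without control replicate 3) and was also reversed without replicate 1 of 24 h (0.05).

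Depth limits genes with few counts, for which a fold change is a lower bound where all libraries of a condition had 3 counts or fewer. Tests of gene sets with camera and fry, their replicate block, and their RLE size factors were not run.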

Differences from the paper's values

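Of the paper's 116 values compared here, 67 of them log2 fold changes of Table 2, 13 differed. A count of genes differed when it lay more than 1.5 times from the paper's. A gap was closed when an alternative came within 1.5 times. Smaller gaps were not counted, such as 4665 upregulated genes at 8 h here against the paper's 5555. No test in this part was chosen after a result was seen, and the settings chosen after seeing the values are marked. The paper's methods name DESeq2, Benjamini-Hochberg adjustment, a threshold on the P-value, and thresholds of 0 and 1 on the absolute log2 fold change, and the values here come from edgeR with the adjusted p in all 27 libraries.

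For 48 h against 8 h, the paper's counts are 4845 upregulated and 4931 downregulated genes, against 2761 and 2279 here. Of the alternatives set before the data were examined, the fit of only the 6 libraries compared (4622 and 4663) closed both gaps and the unadjusted p that of the upregulated genes, and the others did not. For 96 h against 8 h, the paper's counts are 4575 and 4669, against 2840 and 2501 here. The fit of 6 libraries (4299 and 4203) and the unadjusted p closed both gaps. For the upregulated genes, some fits without 1 library also came within 1.5 times of the paper's count, the highest with 3464. They left out any 1 of the 3 control replicates, replicate 1 of 2 h, replicate 1 or 3 of 24 h, or replicate 1 of 72 h. Beyond these, no alternative set before the data were examined closed this gap.

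For 96 h against 72 h, the paper's counts are 371 upregulated and 494 downregulated genes, against 7 and 20 here. For the upregulated genes, none of the alternatives set before the data were examined closed the gap. For the downregulated genes only the unadjusted p did (653). For 72 h against 48 h, the paper's counts are 1596 and 1164, against 275 and 219 here, and of these alternatives only the unadjusted p closed both gaps (1546 and 1385).

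Of the 6 time points in the Venn diagrams, the paper shows about 300 genes upregulated at 2 h only in Fig. 2C, read by eye, against 532 here. At least 10 counts in every library, the fit of 6 libraries (262), and leaving out replicate 1 of 2 h closed the gap, and the other alternatives set before the data were examined did not. It shows about 300 downregulated at 2 h only in Fig. 2D, read by eye, against 580 here, which at least 10 counts in every library (339) and leaving out replicate 1 of 2 h (351) closed, and no other of these alternatives. It shows about 190 upregulated at 4 h only in Fig. 2C, read by eye, against 101 here. The fit of 6 libraries (191) and leaving out replicate 1 of 2 h (156), replicate 3 of 24 h, or replicate 3 of 48 h closed this gap, and the others did not. It shows about 720 upregulated at 8 h only in Fig. 2C, read by eye, against 399 here, and only the fit of 6 libraries (747) closed it. It shows about 270 downregulated at 24 h only in Fig. 2D, read by eye, against 430 here. This gap was closed by an absolute log2 fold change above 1, at least 10 counts in every library (253), and leaving out control replicate 2 or 3 or replicate 2 or 3 of 24 h (261), and by no other of these alternatives.

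DESeq2 fitted to the 6 libraries compared, chosen after seeing the values, closed all of these gaps but those of 96 h against 72 h and of 72 h against 48 h. With the unadjusted p, also chosen after seeing the values, it closed all 13, and 24 of 24 counts of up- and downregulated genes were within 2 genes of the paper's. For the union of DEGs, the paper's value is 12445, against 14345 here over the 8 comparisons with control, which did not differ by more than 1.5 times. DESeq2 in all 27 libraries with an absolute log2 fold change above 1 gave 12445. A threshold of 1 is among those the paper's methods name, and this setting was chosen after seeing the values, from a search over many unions. Of 67 log2 fold changes in Table 2, 67 had the same sign here, with a largest absolute difference of 0.07, and of 0.00 under DESeq2 in the 6 libraries compared.

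Some genes and rankings the paper states also differed. The paper ranks 48 h against 8 h and 96 h against 8 h highest by number of DEGs between time points, whereas 24 h against 2 h was highest here (8284 DEGs) and in those comparisons there were 5040 and 5341. In fits of only the 6 libraries compared, 48 h against 8 h was highest of the 28 pairs (9285), as in the paper, followed by 12 h against 8 h (8615) and 96 h against 8 h (8502), and 24 h against 2 h had 5343. The paper gives 1861 upregulated and 2270 downregulated genes in common to each time point, whereas over all 8 time points the upregulated were more here (2049 and 1704). DESeq2 in the 6 libraries with the unadjusted p gave 1701 and 2076 over the 8. The paper's numbers are set here beside the 6 time points of its Venn diagrams, 2 to 48 h. Over these 6 the upregulated were also more here (2167 and 1832). As in the paper, the downregulated were more with DESeq2 (2067 and 2101), with RLE size factors (1992 and 2007), in the fits of 6 libraries (1582 and 1810), and with DESeq2 in the 6 libraries (1598 and 1981), which with the unadjusted p gave 1862 and 2270, both chosen after seeing the values. The paper gives C1 as downregulated at 2 to 8 h, whereas of the 935 genes of C1 tested, 393 were also downregulated at 12 h and 289 at 24 h, against 450 at 8 h. The paper places the highest expression of C2 at 12 h, whereas the mean expression of its genes, divided by the maximum of each gene, was 0.630 ± 0.0392 (SD, n = 3) at 12 h and 0.724 ± 0.0733 at 24 h, a difference that was not tested. It places that of C3 at 24 h, whereas the listed part of C3 had 0.480 ± 0.0372 at 24 h and 0.745 ± 0.138 at 72 h, also not tested. RUBY (CHLREDRAFT_196816), given by the paper as upregulated up to 48 h, was also upregulated at 72 h (log2 fold change 1.79) and 96 h (1.85). UGT-80 (CHLREDRAFT_154976), given as upregulated up to 12 h, was also upregulated at 48 h (0.78), but not with an absolute log2 fold change above 1. HSP70B (CHLREDRAFT_126835), given as upregulated from 8 h on, was also upregulated at 2 h (1.78) and 4 h (1.79). UDP-glucose 6-dehydrogenase (CHLREDRAFT_185081), given as upregulated at 72 and 96 h, was upregulated at all 8 time points, and with an absolute log2 fold change above 1 also at 2 h (1.51), 4 h (1.49), and 48 h (1.08), but not at 8, 12, or 24 h. The paper's Table 2, which lists HSP70B and UDP-glucose 6-dehydrogenase, has no columns for 2, 4, and 48 h, so no tabulated value differs there. GS1 (CHLREDRAFT_184987), given as upregulated at 4, 72, and 96 h, was also upregulated at 2 h (1.12), 12 h (0.84), and 48 h (1.14). For C3H TFs, 9 were upregulated at 2 h, 12 at 4 h, and 11 at 8 h, more than the paper states. Its Supplementary Table 6 places 7 C3H TFs in C5 and 8 in C4, and the paper's text does not name whether its numbers count DEGs or members of clusters. The paper's text on reads and mapping differs from its Supplementary Table 2, in which raw reads range from 48841308 to 76387296 per library and 9 of the 27 libraries have a mapped share at or under 89%. Summed over the libraries of a condition, raw reads are at least 169915058, so its statement on raw reads holds if a sample means a condition.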

Other observations

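The tests in this part were chosen only after the result was seen, except those of the size of the expression change and of EF1ALPHA.

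For each of the 8 comparisons with control, and for 48 h against 8 h, 96 h against 8 h, 96 h against 72 h, and 72 h against 48 h, the 6 libraries were split into 3 against 3 in all 10 ways. In each of these 12 comparisons, 1 of the 10 splits, the real one, gave as many DEGs in a fit of the 6 libraries, and the largest count of another split was 0. With 10 splits the share cannot be below 0.1. For the comparisons with control, simulated groups with no change gave a mean of 0.0625 DEGs per time point (from 0 to 0.375 over 10 simulations), against 8032 to 10010 in the fit of all 27 libraries. This argues against chance differences between unchanged groups of equal spread as the source of these counts. Unequal spread between conditions was not simulated. No such simulation was run between time points. In the fits of 6 libraries the real counts there were 9285 for 48 h against 8 h, 8502 for 96 h against 8 h, 61 for 72 h against 48 h, and 1 for 96 h against 72 h, and for the last pair 1 DEG against 0 in the other splits excludes nothing.

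Replicate 1 of 2 h and replicate 1 of 72 h had the largest shares of counts on their 50 most counted genes, 37.6% and 41.1%. Several technical explanations were tested. The deviation of these libraries from their conditions had a Spearman correlation across genes with gene length of at most 0.0350 in size, against up to 0.211 in the other 25 libraries, which argues against a bias by gene length. Genes are not independent replicates. The total of replicate 1 of 2 h ranked 22 among the 27 libraries from the smallest, and that of replicate 1 of 72 h ranked 4, so the totals of the pair lie at opposite ends. For replicate 1 of 2 h, 2 of its 2 best-correlated libraries were of 2 h, which argues against a mislabelled sample. Replicate 1 of 72 h correlated best with a library of 96 h (r = 0.950), and with a 72 h library at 0.948. As the other 72 h and 96 h libraries are also close, a mislabelled sample cannot be told apart from a close pair of time points. It also has the lowest mapped share in the paper's Supplementary Table 2, 79.4%. The pair deviated from their conditions in the same genes (r = 0.449 across genes, as high in 2 of 324 pairs of libraries). A shared library batch may explain this, but no batch is recorded, so it stays open, as does a difference between the cultures.

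The number of DEGs in fits of 6 libraries differed between time points, from 6591 at 24 h to 9990 at 8 h. Over the 8 time points it fell with the spread between replicates, the biological coefficient of variation (Spearman's rho -0.738, exact permutation p = 0.0458, adjusted over 2 tests 0.0917). For the counts in the fit of all 27 libraries rho was 0.190 (exact p = 0.665). With the median absolute log2 fold change, rho was 0.405 (exact p = 0.327). Neither relation passed the adjustment, and 8 time points are too few to separate the spread between replicates from the size of the expression change. Because all comparisons share the control libraries, the 8 values are also not independent. A part of the difference between time points may come from the spread between replicates.

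EF1ALPHA (CHLREDRAFT_132905), which the authors used as the internal reference of qRT-PCR, was upregulated at 24 h (log2 fold change 0.77, standard error 0.29, edgeR adjusted p = 0.0296) and at 72 h (0.84, standard error 0.29, edgeR adjusted p = 0.0167), and not called at the other 6 time points. Without replicate 1 of 2 h it was called lower at 2 h (-0.59). With RLE size factors the log2 fold change at 72 h was 0.81 and still called, which argues against the scaling as its cause, while the call at 24 h was lost (0.70), as it was with at least 10 counts in every library (0.69). Without replicate 1 of 72 h it was 0.46 and not called, so the call at 72 h rests on that library, the one with the most uneven counts. The fit of only the 6 libraries compared did not call it either (0.86). At 24 h it was 0.67 without replicate 3, and the call was also lost without control replicate 2 (0.80) or 3 (0.80), so a single library cannot be told apart from a call near the threshold. Whether the reference gene affected the qRT-PCR values was not analysed here.

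Profiles of 24 to 96 h lay closer to one another (mean distance 79.5) than to those of 2 to 12 h (114). The first group was sampled at multiples of a day and the second at other hours, so the time of day may contribute. The values on this point went both ways. Between 24 and 12 h, 3039 genes were DEGs, between 48 and 24 h, at the same hour, 2281, and between 48 and 12 h, at different hours, 1757. In fits of only the 6 libraries compared, the last pair of numbers was 2739 and 5386, in the opposite order. Libraries of 48 h lay 71.0 ± 3.30 (SD over 9 pairs of libraries) from those of 12 h and 81.4 ± 7.24 (SD over 9 pairs of libraries) from those of 24 h, which goes against the time of day, but replicates of 24 h also lay farther apart (72.2) than those of 12 h (45.3). Because these values disagree and the paper's text does not name the hour at which the control was sampled, the time of day cannot be told apart from the time under salt stress.

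The genes with the largest mean changes, chosen by the rule given for named genes, are not discussed in the paper. A transcript assembled by the authors had 0 counts in all 3 control libraries, was at 45.5 ± 19.4 CPM (SD, n = 3) at 2 h, at least 232-fold higher, and was at least 24.8-fold higher at 96 h. CHLREDRAFT_191480 rose from 0.791 ± 0.449 to 154 ± 8.94 CPM at 2 h (log2 fold change 7.61, standard error 0.30, edgeR adjusted p = 3.69e-17) and was at 58.3 ± 9.47 CPM at 96 h. CHLREDRAFT_192728 fell from 418 ± 23.6 CPM to 0.177 ± 0.166 CPM at 2 h (-10.95, standard error 0.55, edgeR adjusted p = 9.27e-15) and was at -10.97 at 96 h. CHLREDRAFT_150144 was at 86.6 ± 9.74 CPM in the control samples, and at least 436-fold lower at 2 h and 524-fold lower at 96 h. No explanation was tested for these genes.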
